# Transcriptional landscapes underlying Notch-induced lineage conversion and plasticity of mammary basal cells

**DOI:** 10.1038/s44318-025-00424-1

**Published:** 2025-04-04

**Authors:** Candice Merle, Calvin Rodrigues, Atefeh Pourkhalili Langeroudi, Robin Journot, Fabian Rost, Yiteng Dang, Steffen Rulands, Silvia Fre

**Keywords:** Lineage Conversion, Notch1 Signaling, Epithelial Stem Cells, Plasticity, Chromatin, Transcription & Genomics, Development, Stem Cells & Regenerative Medicine

## Abstract

The mammary epithelium derives from multipotent mammary stem cells (MaSCs) that engage into differentiation during embryonic development. However, adult MaSCs maintain the ability to reactivate multipotency in non-physiological contexts. We previously reported that Notch1 activation in committed basal cells triggers a basal-to-luminal cell fate switch in the mouse mammary gland. Here, we report conservation of this mechanism and found that in addition to the mammary gland, constitutive Notch1 signaling induces a basal-to-luminal cell fate switch in adult cells of the lacrimal gland, the salivary gland, and the prostate. Since the lineage transition is progressive in time, we performed single-cell transcriptomic analysis on index-sorted mammary cells at different stages of lineage conversion, generating a temporal map of changes in cell identity. Combining single-cell analyses with organoid assays, we demonstrate that cell proliferation is indispensable for this lineage conversion. We also reveal the individual transcriptional landscapes underlying the cellular plasticity switching of committed mammary cells in vivo with spatial and temporal resolution. Given the roles of Notch signaling in cancer, these results may help to better understand the mechanisms that drive cellular transformation.

## Synopsis

Basal-to-luminal lineage plasticity can be triggered by ectopic Notch, but the conservation and mechanistic details of this phenotype remain unclear. This study reports how Notch-driven cell fate conversion ensues across multiple mouse bi-layered epithelia, and reveals a role for cell proliferation in lineage conversion.

- Constitutive Notch activation in adult basal cells induces a switch from to luminal fate in mouse mammary, salivary, lacrimal and prostatic glands.
- Individual transcriptional states of index-sorted cells during basal-to-luminal conversion progress stepwise and asynchronously via two distinct intermediate cell states.
- Ectopic Notch-induced luminal hormone-responsive cells differ from their wild type counterparts, in promoting the growth of hyperplastic lesions in vivo.
- Cell proliferation is indispensable for Notch-driven cell-identity switching, ruling out a transdifferentiation event.

## Abstract (web summary)

Notch1-triggered basal-to-luminal fate switching is progressive, conserved across bi-layered mammalian epithelia, and involves cell proliferation.

## Introduction

The adult mammary gland (MG) is composed of two epithelial layers featuring two main cell types: basal cells (BCs) in contact with the basement membrane and luminal cells (LCs) facing the ductal lumen, which can be further subdivided in ERα^pos^/PR^pos^ (HR^pos^) and ERα^neg^/PR^neg^ (HR^neg^) cells. It is now well-established that this tissue is maintained by unipotent lineage-restricted progenitors throughout adult life in homeostatic conditions, but these self-renewing committed cells retain a high degree of plasticity, as they can revert to multipotency in several circumstances.

This was first observed in transplantation experiments, when adult unipotent mammary cells displayed multilineage differentiation capacity and could generate a functional mammary gland composed of both BCs and LCs (Rodilla et al, 2015; Shackleton et al, 2006; Stingl et al, 2006; Van Keymeulen et al, 2011). Other experimental procedures involving the dissociation of BCs and LCs, including when they are grown separately in 3D organoid conditions, have shown reactivation of multipotency of BCs, that can also be induced by different types of epithelial injury causing tissue regeneration and, importantly, by oncogene activation (Jamieson et al, 2017; Jardé et al, 2016; Koren et al, 2015; Van Keymeulen et al, 2015). Moreover, recent elegant in vivo experiments illustrated the capacity of BCs to generate LCs upon genotoxic stress (Seldin and Macara, 2020) or LCs genetic ablation (Centonze et al, 2020), strongly suggesting that LCs restrict the default multipotency of BCs. We have previously shown that the binary fate choice between basal or luminal commitment is controlled by Notch signaling, a master regulator of cell fate choices in most vertebrate and invertebrate tissues, which is both necessary and sufficient for luminal fate specification in the mammary gland. Importantly, our previous studies uncovered that, besides its essential role in controlling fate decisions of embryonic multipotent mammary stem cells, constitutive and ectopic Notch activation in committed adult BCs, which never experience Notch activity, can also “reprogram” their lineage potential and induce their conversion into ERα^neg^/PR^neg^ luminal cells (Lilja et al, 2018).

The “reprogramming” capacity of mammary progenitors has important implications for cell differentiation as well as transformation; given that the cell fate switch did not occur in all cells at the same time, we set out to assess if the targeted BCs themselves transdifferentiate into LCs or if they respond to Notch activation by giving rise to luminal daughter cells. To this aim, we investigated the dynamics of the progressive lineage transition from basal to luminal fate to understand how the Notch-imposed cell fate switch is mechanistically achieved and to reveal the changes in transcriptional state of single Notch mutant cells in vivo, using two different Cre promoters and single-cell RNA sequencing of index-sorted mutant cells at different stages of lineage transition. We found that the transcriptional changes associated with the transition from basal to luminal fate are progressive in time, triggered by the initial decrease in basal markers expression followed by the steady upregulation of luminal genes. Thanks to organoid cultures, we could also establish that proliferation is essential for cell fate conversion to occur, ruling out the possibility of a transdifferentiation event.

## Results

### Ectopic Notch activation induces a cell fate switch in four different bi-layered epithelia

We have previously shown that constitutive activation of Notch signaling through the ectopic expression of the ligand-independent, intracellular portion of the mouse Notch1 receptor (in R26-N1ICD-ires-nGFP gain-of-function mice) (Murtaugh et al, 2003) in mammary BCs, targeted by two different BC-specific inducible Cre promoters, SMACre^ERT2^ and K5Cre^ERT2^, is sufficient to trigger a progressive switch in cell fate and eventually forces all mutant cells to acquire a luminal hormone receptor^neg^ (HR^neg^) identity (Lilja et al, 2018).

Importantly, the cell fate switch from BCs to LCs happens progressively over a long period of time (6 weeks) (Fig. 1A–C). At mid-transition (3 weeks upon induction), cells featuring nuclear GFP (nGFP^pos^), reporting Notch pathway activation, co-express basal (α-SMA or K14) and luminal (K8) markers (Fig. 1A,B), reminiscent of embryonic multipotent MaSCs. This cell fate transition happens in unipotent adult BCs, as demonstrated by the exclusive labeling of α-SMA^pos^ or K5^pos^ BCs in control SMACre^ERT2^/mTmG or K5Cre^ERT2^/mTmG mice, tracing the fate of targeted BCs and their progeny (Fig. EV1A).

**Figure 1:**
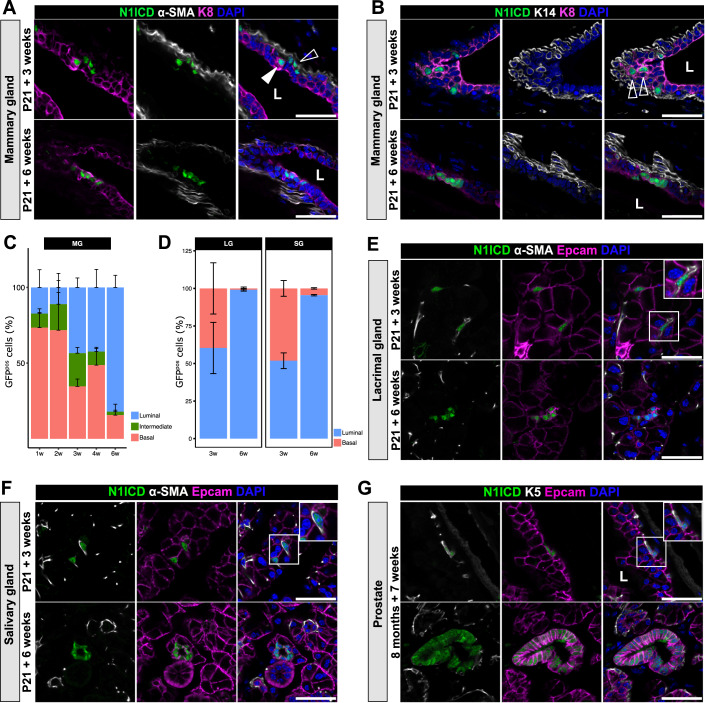
In vivo reprogramming of adult BCs to LCs by Notch1 activation in four bi-layered glandular epithelia. (**A**) Representative images of SMACre^ERT2^/N1ICD mammary gland sections induced at P21 and analyzed 3 or 6 weeks later by immunofluorescence for nGFP (correlated to N1ICD expression in green), the basal marker α-SMA (white) and the luminal marker K8 (purple). Nuclei are stained with DAPI (blue). The empty arrowhead indicates basal mutant cells, the white arrowhead indicates a luminal mutant cell at 3-week chase. (**B**) Representative sections of SMACre^ERT2^/N1ICD mammary glands induced at P21 and analyzed 3 or 6 weeks later by immunofluorescence for nGFP (correlated to N1ICD expression in green), the basal marker K14 (white) and the luminal marker K8 (purple). Nuclei are stained with DAPI (blue). Empty arrowheads indicate mutant cells co-expressing nGFP, K14 and K8. (**C**) Quantification by flow cytometry of the percentage of nGFP^pos^ basal (CD49f^high^/EpCAM^low^), intermediate (CD49f^med^/EpCAM^med^) and luminal (CD49f^low^/EpCAM^high^) cells 1, 2, 3, 4, and 6 weeks after tamoxifen induction at P21 (bars represent mean ± SEM) in MG. *n* = 6. (**D**) Quantification by immunofluorescence on sections of the percentage of GFP^pos^ cells classified as basal (αSMA^pos^) or luminal (EpCAM^high^) 3 or 6 weeks after activation of N1ICD in LG and SG. Bars represent mean ± SEM. *n* = 3. (**E**, **F**) Representative sections of SMACre^ERT2^/N1ICD lacrimal glands (**E**) or salivary glands (**F**) induced at P21 and analyzed 3 or 6 weeks later by immunofluorescence for nGFP (N1ICD in green), the basal marker α-SMA (white) and the luminal marker EpCAM (purple). Nuclei are stained with DAPI (blue). Insets illustrate magnifications of the white boxed areas. (**G**) Representative sections of K5Cre^ERT2^/N1ICD prostate induced at 8 months and analyzed 7 weeks later by immunofluorescence for nGFP (N1ICD in green), the basal marker K5 (white), and the luminal marker EpCAM (purple). Nuclei are stained with DAPI (blue). Inset illustrates magnifications of the white boxed areas. Scale bar represents 25 µm in (**A**, **B**, **E**–**G**). “L” indicates the lumen position in (**A**, **B**, **G**).

**Figure EV1:**
Transcriptional signatures characterizing the different cell clusters identified by UMAP analysis. Related to Fig. 2. (**A**) Representative images of SMACre^ERT2^/mTmG mammary gland (MG), lacrimal gland (LG), salivary gland (SG), and K5Cre^ERT2^/mTmG prostate sections induced at P21 and analyzed 6 weeks later by immunofluorescence for mGFP (yellow) and the basal marker α-SMA (white), demonstrating that α-SMA^pos^ cells are exclusively BCs, indicating unipotency. Scale bars represent 50 µm. (**B**) Gating strategy used for cell sorting experiments. Doublets, Lin^pos^ and dead cells (DAPI^pos^) were excluded from further analysis. (**C**) FACS plots showing the gates defining luminal (EpCAM^high^/Cd49f^low^), intermediate (EpCAM^med^/Cd49f^med^), and basal (EpCAM^low^/Cd49f^high^) sorted cells from SMACre^ERT2^/N1ICD mammary glands induced at P21 and chased for 1, 3, or 6 weeks, that were used for SMARTseqV2. The percentages of each population are indicated for one representative experiment. (**D**) UMAP plot showing the distribution of each sequenced cell in the different clusters based on the Cre mouse used to target them (K5Cre^ERT2^ or SMACre^ERT2^). (**E**) UMAP plots show the expression of well-defined markers for basal (*Krt5, Krt14*), luminal (*Krt8, Krt19*), and HR^pos^ (*Esr1, Pgr*) cells. (**F**) Violin plots representing basal and luminal scores, based on signatures from (Kendrick et al, 2008) for each cluster. (**G**) UMAP plot indicating the cell cycle phases for each sequenced cell. The boxed cells correspond to the proliferative population highlighted in Fig. 2E. (**H**) UMAP plots are color-coded according to the expression of the single-cell G2M and S score. (**I**) Heatmap showing the genes presenting a high expression in the proliferative group. (**J**) Proportion of cells in different cell cycle phases (G1, G2M, or S) in each cluster.

Throughout the lineage switch, hybrid cells co-expressing luminal and basal markers can be scored by flow cytometry analysis as dispersed cells laying between the luminal (EPCAM^high^/CD49f^low^) and the basal (EPCAM^low^/CD49^high^) gates (Fig. EV1B,C). The proportion of cells transiting through this intermediate state is highest mid-way through the lineage transition, around 3–4 weeks after Notch activation (Figs. 1C and EV1C). Eventually, the intermediate population is no longer detected after a 6-week chase, and the vast majority of mutant nGFP^pos^ cells have become luminal (Fig. 1C).

The Notch pathway is crucial for stem cell fate decisions in a variety of tissues. To assess the conservation of the role of Notch in binary cell fate choices in other glandular epithelia, we then analyzed the plasticity and differentiation state of unipotent adult BCs induced to express N1ICD by the SMACre promoter (SMACre^ERT2^/N1ICD-nGFP) in the salivary gland (SG) and the lacrimal gland (LG), and by the K5Cre promoter (K5Cre^ERT2^/N1ICD-nGFP) in the prostate. Showcasing remarkable conservation, N1ICD-expressing cells acquired a luminal identity in the SG, LG, and prostate within the same temporal window (6-week chase) (Fig. 1D–G), whereas control mGFP^pos^ BCs maintained their basal identity in both SMACre^ERT2^/mTmG mice or K5Cre^ERT2^/mTmG mice in all examined tissues (Fig. EV1A).

The striking conservation of the phenotype induced by ectopic Notch activation in four adult epithelia derived from different germ layers highlights the essential role of Notch signaling as a broad determinant of luminal cell fate.

### Intermediate mammary cells feature a hybrid transcriptional signature

The conspicuous robustness of the results we obtained using the same gain-of-function mutant mice in four different adult tissues demonstrates the high degree of plasticity of lineage-committed unipotent basal progenitors, that can readily change fate if homeostasis is perturbed, as previously observed in organoids (Jamieson et al, 2017; Jardé et al, 2016), in transplantation assays (Van Keymeulen et al, 2011) or, more recently, upon genotoxic agents exposure (Seldin and Macara, 2020) and in genetic ablation experiments in vivo (Centonze et al, 2020).

To gain mechanistic insights into the observed Notch-imposed cell fate switch and reveal the molecular pathways involved, we set out to decipher the properties of individual intermediate mammary cells at the single-cell level, to capture discrete gene expression states that could represent distinct differentiation trajectories. 

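Read counts per gene, without normalization, were deposited for 840 single cells sorted onto 9 plates and sequenced in 3 batches. The authors aligned the reads with STAR and counted them with HTSeq. Each cell carries the FACS gate it was sorted from (basal, intermediate or luminal) and its GFP status. The deposited labels give no chase time, so it was taken from Appendix Table S1 through the number of cells per gate on each plate. The plate descriptions in the deposited annotation give the same chase for 840 of 840 cells. The sample names in that annotation give it for 744 of 840 cells, because 1 of the 2 plates of K5Cre ERT2 cells is named 6 weeks there, while its description and Appendix Table S1 give 3 weeks. This plate was taken as 3 weeks, and its chase remains uncertain. On 4 plates, Appendix Table S1 lists the intermediate and luminal GFP pos cells the other way round from the deposited labels, and the labels were used. A repeat run of the 96 cells of the 6-week plate was left out, so that 8 plates were analysed. Every plate came from its own 1 or 2 mice. Cells of the same mice are not independent, and reads were therefore summed over the cells of each group within a unit, which is a Cre line at a chase time. There are 5 units, SMACre ERT2 at 1, 3, 4 and 6 weeks and K5Cre ERT2 at 3 weeks, and a unit enters a comparison with at least 3 cells in each group. In the SMACre 3-week unit, 60 of the 76 intermediate GFP pos cells and 5 of the 8 luminal GFP neg cells come from a plate of batch 3 without basal or luminal GFP pos cells, so that comparisons within this unit are in part between mice and batches. Plates as units compare cells of the same plate. In the cells kept after quality control, 103081 to 3363298 reads were counted on genes, with a median of 652124 reads and 6363 detected genes. The median was 402767 reads in batch 1, 397250 in batch 2 and 1499630 in batch 3. Levels are given as CPM of the summed cells, the counts of a gene scaled by all counts on genes, with the SD over units. Coordinates are those of the mouse genome build GRCm38. Shares of cells are given with exact Clopper-Pearson 95% confidence intervals, which cover counting error only.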

To this aim, we performed single-cell RNA sequencing (scRNAseq) by Smart-seq2 on index-sorted mammary BCs, intermediate cells and LCs, both GFP^neg^ and GFP^pos^, isolated from mammary glands of SMACre^ERT2^/N1ICD and K5Cre^ERT2^/N1ICD mice, at different timepoints after Notch1 activation (1, 3, 4, and 6-week chase) (Appendix Table S1). Conditional expression of N1ICD was triggered in SMA^pos^ or K5^pos^ BCs, to assess if these two basal-specific Cre drivers would target different BCs characterized by distinct degrees of differentiation or specialization (Prater et al, 2014). 

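At 3 weeks of chase, cells of both Cre lines were sequenced in the same batch. Of the intermediate-gate GFP pos cells of that batch, 60 from SMACre ERT2 mice and 124 from K5Cre ERT2 mice were kept. Unsupervised clustering of all cells gave a cluster that expressed the markers of HR neg luminal cells, called HR neg-like here. It held 21 of the 60 SMACre cells (35.0%, 95% CI 23.1 to 48.4) and 41 of the 124 K5Cre cells (33.1%, 95% CI 24.9 to 42.1). The larger cluster with basal markers held 30.0% and 31.5% of them, respectively. A smaller cluster with basal markers held 23.3% of the SMACre cells and 2.42% of the K5Cre cells. A cluster led by genes of lipid synthesis held 8.33% and 30.6%. The 2 K5Cre plates differed in this cluster, which took 6 of 92 cells on the first and 44 of 89 on the second, the plate whose chase is uncertain. With the SMACre cells of all batches, the HR neg-like share was 27.6%. At a finer clustering resolution of 0.8, 59 of the 62 HR neg-like cells among these intermediate cells were in an unnamed cluster, which held 21 of the 60 SMACre cells and 39 of the 124 K5Cre cells. The HR neg-like cluster of that setting held 1 and 2. By plate of this batch, the HR neg-like share was 35.0% on the SMACre plate and 42.9% and 22.95% on the K5Cre plates. When the batches were clustered without integration, HR neg-like cells were 2 of 60 on the SMACre plate. On the K5Cre plates they were then 0 of 63 and 2 of 61, so that the shares of both lines depend on the integration. With 1 unit per Cre line, and 1 SMACre plate in this batch, the lines were not compared by a test, and shares of cells show counting error but not the spread between mice.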

Comparison of BCs “reprogramming” with the two Cre lines indicated that any BC can lineage convert to HR^neg^ LC upon Notch activation, regardless of their differentiation status or plasticity (Fig. EV1D).

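The quality filters of the methods were applied to the counts of the 744 cells. Under 10% of reads were mitochondrial in 740 cells, and of these 720 had over 1400 detected genes. After a minimum of 100000 reads, 688 cells also had at least 2 *Epcam* reads. The last filter removes cells with more than 1 read of *Dcpp1* (chromosome 17, 23880876 to 23882853), a salivary gland gene. With it, 233 of the 744 cells were removed in all. It removed none of the 252 cells that had reached it in batch 3, while batch 1 went from 253 to 119 cells and batch 2 from 183 to 140. On the plates of SMACre cells, 7 of 96 cells were kept on 1 of the 3-week plates and 44 of 96 on the 6-week plate. On the 6-week plate, *Dcpp1* had at most 10 reads in a cell. Without the *Epcam* and *Dcpp1* filters, 7.1e+02 cells would be kept. With both thresholds applied to log-normalized values instead of counts, a setting chosen after seeing the data, 435 cells would be kept. By gate, 100 basal, 223 intermediate and 120 luminal GFP pos cells were kept, and 17, 12 and 39 GFP neg cells.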

After data pre-processing, including quality control to remove cells of low quality, a total of 474 cells were subject to further analyses. 

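Clustering was run with Seurat on the 3 batches integrated through anchors, at a resolution of 0.5, after which the cluster that mixed basal-gate and intermediate-gate cells was split in 2. The resolution of 0.6 that the methods give for this split did not yield exactly 2 parts here, and 0.5 was used for it. The genes named in the results were left out of the 1964 variable genes, so that the clustering does not fix their levels. Clusters were named from lists of 10 marker genes per cell type, where at least 3 markers were more than 2-fold higher than in the other cells and detected in at least 40% of the cluster. The HR neg-like cluster had all 10 of its markers and held 201 cells. The basal-like clusters held 165 cells, with 9 of the 10 basal markers, and 43 cells, with 5 of them. An HR pos-like cluster of 29 cells had 9 of its 10 markers. No cell type was named for the remaining 73 cells, whose highest genes relative to the other cells included *Scd1*. Each cluster held cells of both GFP states. The HR neg-like cluster took 169 of the 443 GFP pos cells (38.1%) and 32 of the 68 GFP neg cells (47.1%), and the cluster led by lipid-synthesis genes took 65 and 8. Without integration the number of clusters was 6, with 26.2% of all cells in the HR neg-like cluster. It was 4 with *Epcam* and *Dcpp1* thresholds on log-normalized values, where this cluster took 63.7%. No cluster of that setting was led by lipid-synthesis genes, and a cluster of 9 cells was led by *Top2a* and *Mki67*.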

Unsupervised clustering identified five distinct cell clusters that were composed of both mutant nGFP^pos^ and WT (nGFP^neg^) cells. One cluster was enriched for BCs, as confirmed by their high expression of *Krt5* and *Krt14*, and we called it the BAS cluster (Fig. EV1E). 

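*Krt5* (chromosome 15, 101707070 to 101712898) had 875 CPM in the larger basal-like cluster, detected in 163 of 165 cells, and 572 CPM in the smaller one, detected in 43 of 43 cells. *Krt14* (chromosome 11, 100203162 to 100207548) had 4765 and 2255 CPM in them. In the HR neg-like cluster *Krt5* had 1086 CPM, from 93 of 201 cells, and *Krt14* 2052 CPM. At the resolution of 0.8 this cluster parted: its 107 remaining cells had 0.357 CPM of *Krt5* and 34.7 CPM of *Krt14*. The cells that left it, with others, formed an unnamed cluster of 95 cells with 1568 CPM of *Krt5*, detected in 76 of them. By gate, *Krt5* had 836 ± 409 CPM in basal GFP pos cells, 1157 ± 501 CPM in intermediate GFP pos cells (SD, n = 4 units each) and 20.9 ± 30.6 CPM in luminal GFP pos cells (SD, n = 5). *Krt14* had 3931 ± 1136, 3567 ± 2416 and 171 ± 200.2 CPM in the same groups.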

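In the HR pos-like cluster, *Esr1* (chromosome 10, 4611593 to 5005614) had 256 CPM and was detected in 29 of 29 cells, and *Pgr* (chromosome 9, 8899833 to 8968611) had 268 CPM and was detected in 27 of 29. Both genes are among the markers that named the cluster. In the HR neg-like cluster they had 34.9 and 6.75 CPM. Of the HR pos-like cells, 14 were GFP neg and 15 were GFP pos. *Krt8* (chromosome 15, 101996698 to 102004482) had 4109 CPM in the HR pos-like cluster, 1180 CPM in the HR neg-like cluster and 531 CPM in the larger basal-like cluster. *Krt19* (chromosome 11, 100140810 to 100148665) had 4123, 596 and 92.6 CPM, respectively. In the 107 HR neg-like cells found at the finer resolution, *Krt8* had 3078 CPM and *Krt19* 1700 CPM. By gate, *Krt8* had 2308 ± 864 CPM in luminal GFP pos cells (SD, n = 5 units) and 262 ± 96.4 CPM in basal GFP pos cells (SD, n = 4 units).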

Two clusters were enriched for luminal markers: one representing luminal HR^neg^ cells, expressing *Krt8* and *Krt19*, which we termed HR^neg^ cluster, and the second one, mainly composed of WT luminal mature cells, expressing *Esr1* and *Pgr* coding for the Estrogen Receptor-α and Progesterone Receptors, named HR^pos^ (for Hormone Receptor positive) cluster. 

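Of the 223 intermediate-gate GFP pos cells, 62 fell in the HR neg-like cluster, 89 and 20 in the basal-like clusters, 45 in the cluster led by lipid-synthesis genes and 7 in the HR pos-like cluster. All 62 of the HR neg-like cells came from the 184 cells of batch 3 (33.7%), while 0 of the 39 cells of the other batches were HR neg-like (95% CI 0 to 9.03). The resolution of 0.8 gave 5 clusters without a split. The unnamed cluster, with 2 of the 10 basal markers and none of the luminal markers passing the naming rule, held 61 of the 223 cells (27.4%). It also held 6 of the 12 intermediate-gate GFP neg cells, all of which came from K5Cre mice, 19 of the 120 luminal GFP pos cells and 5 of the 39 luminal GFP neg cells. Among the highest genes of the unnamed cluster relative to the other cells were *Cst6*, *Krt6a*, *Krt15* and *Dsg3*. No marker list of skin cells was compared with this cluster, so that skin cells in it are not excluded. In both clusterings, every cluster held cells of more than 1 gate.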

Interestingly, we identified two distinct clusters, called INT1 and INT2, representing the intermediate cells that only appear upon Notch activation (Fig. 2A–C).

**Figure 2:**
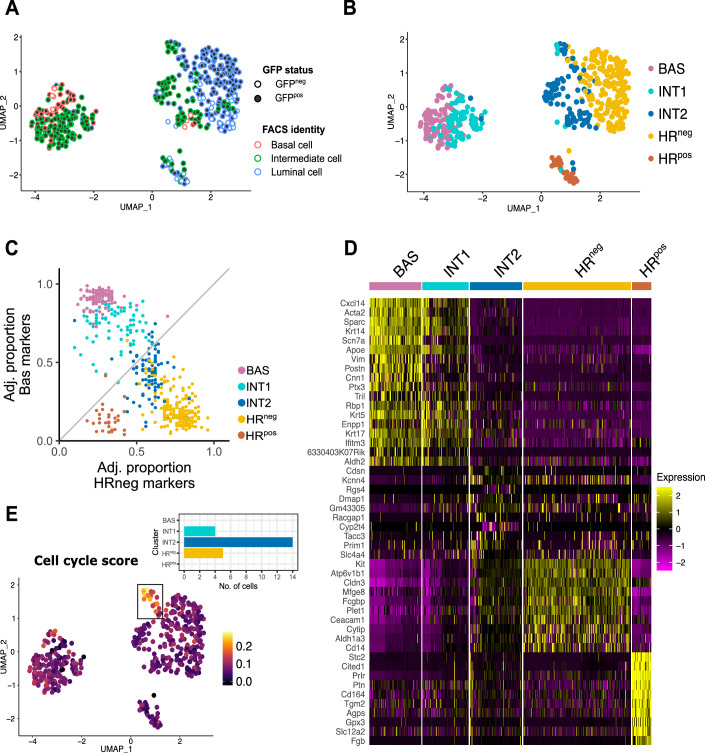
Index-sorted single-cell RNAseq reveals the hybrid signatures of transitioning intermediate mutant cells. (**A**) UMAP plot showing the identity of each index-sorted cell along with their GFP status. Cells are color-coded based on their FACS-defined identity as Basal (red), Intermediate (green), and Luminal (blue) cells. Mutant cells (GFP^pos^) are depicted as filled dots; WT cells (GFP^neg^) are shown as empty dots. (**B**) UMAP plot showing clustering of single sequenced cells by Smart-seq2. 5 Seurat clusters were identified: BAS basal cells (pink), INT1 intermediate 1 (turquoise), INT2 intermediate 2 (dark blue), HR^neg^ hormone receptor^neg^ (yellow), and HR^pos^ hormone receptor^pos^ cells (brown). BAS = 89 cells, INT1 = 79 cells, INT2 = 89 cells, HR^neg^ = 184 cells, HR^pos ^= 33 cells. (**C**) Scatter plot representing the adjusted proportion of basal markers found in the BAS cluster (y-axis) and of luminal markers detected in the HR^neg^ cluster (x-axis). Every dot represents a cell, and the colors reflect the clusters defined in Fig. 2B. (**D**) Heatmap showing the expression levels of genes specific for each cell cluster illustrated in (**B**). Each column is color-coded according to the corresponding cell cluster from (**B**). The color key corresponds to normalized and scaled values of gene expression. (**E**) UMAP plot showing enrichment for the GO term “Cell cycle” across individual cells. The bar plot represents the number of cells, grouped by cluster, within the rectangular selected region in the UMAP representation.

We then calculated basal and luminal scores based on published transcriptomic profiles of adult mammary epithelial cells (MECs) (Kendrick et al, 2008) (Figs. 2C and EV1F). As expected, both INT1 and INT2 clusters presented mixed basal and luminal scores, indicating a hybrid signature characterized by the co-expression of basal and luminal markers.

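The published Kendrick signatures are not among the deposited data. The share of markers detected above the median level was therefore computed as in the methods, from the 50 best markers of the basal-like and of the HR neg-like clusters and adjusted for the number of genes per cell. These lists come from the same cells, so the gates and not the clusters are compared. This does not make the comparison independent. The HR neg-like cluster holds 104 of the 120 luminal GFP pos cells, and its list includes *Epcam*, whose protein defines the gates. The basal-like clusters hold 65 and 16 of the 100 basal GFP pos cells. Differences between the gates thus follow in part from the lists. In GFP pos cells, the basal share was 74.3% ± 17.9 in the basal gate, 57.8% ± 22.3 in the intermediate gate and 24.2% ± 2.56 in the luminal gate (SD, n = 4 units). The luminal share was 29.5% ± 1.24, 37.4% ± 8.25 and 71.3% ± 11.0. The intermediate gate was lower than the basal gate by 3 of 4 units in the basal share (difference -16.5) and higher by 3 of 4 in the luminal share (difference 7.98). The SD of these differences over units was 20.5 and 7.48, and the exact paired permutation test gave a two-sided p of 0.25 for both. Without the 1-week unit, which holds 4 intermediate cells, the differences were -7.90 in the basal share and 11.4 in the luminal share, the latter in 3 of 3 units. Without the cluster led by lipid-synthesis genes, a setting chosen after seeing the data, they were -20.8 in 4 of 4 units and 8.25 in 3 of 4. In the SMACre 3-week unit most intermediate cells come from another plate than the basal and luminal cells. With plates as units, also chosen after seeing the data, the basal share was lower in 3 and higher in 2 of 5 plates (difference -10.4, p = 0.3125 in the same test) and the luminal share higher in 4 of 5 (6.79, p = 0.125). The luminal gate differed from the intermediate gate in 4 of 4 units, by -33.6 in the basal share and 33.9 in the luminal share. The exact test gave p = 0.125 for both, the smallest that 4 units allow. From the mixed scores, the paper reasons that the intermediate cells have a hybrid signature.

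**Figure D1:**
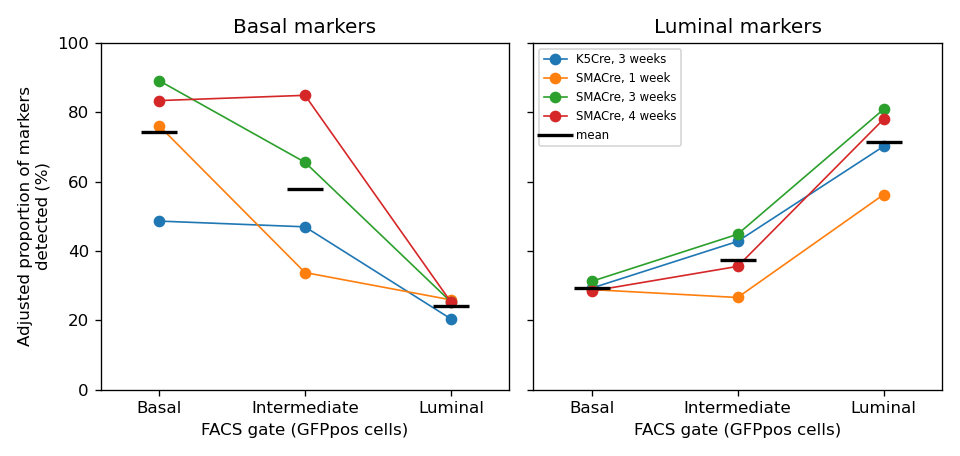
Adjusted proportion of basal markers (left) and luminal markers (right) detected in GFP pos cells, in %, by FACS gate. Each coloured point is the mean over the cells of 1 unit, lines join the same unit, and black bars are the means over the 4 units. In the luminal gate the basal proportion lies between 20.4% and 25.9% in every unit, while in the intermediate gate it spans 33.8% to 84.9%.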

Analysis of differentially expressed genes (DEGs) (Fig. 2D) revealed that the basal markers *Acta2*, *Sparc*, and *Krt14* were expressed at high levels in the BAS cluster and were progressively reduced in INT1, whereas genes typically associated with luminal identity, such as *Plet1*, *Kit*, and *Aldh1a3*, were enriched in the HR^neg^ cluster and reduced in INT2. However, we could not identify genes exclusive of the INT1 cluster, and only seven genes were specific to INT2. Moreover, these genes appeared to be upregulated in a minority of cells and did not define most of the cells in this cluster. Among these genes, we found *Tacc3*, involved in the stabilization of the mitotic spindle (Ding et al, 2017; Singh et al, 2014) and *Racgap1*, required for cytokinesis (Lekomtsev et al, 2012). 

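Differential expression was tested between gates, which were sorted by surface protein, EpCAM among them, with edgeR's quasi-likelihood test on the 4 units with GFP pos cells of both gates, with the unit as a block. Between luminal and basal GFP pos cells, 154 of 13571 genes had an adjusted p under 0.05, 67 of them higher and 87 lower in luminal cells. DESeq2 moved this count most, to 1715 genes. Without the 1-week unit it was 34, without the 3-week SMACre unit 38, without the 4-week unit 68 and without the K5Cre unit 90. Of the 46 genes the results name, 43 were tested and 12 passed over all genes, against 25 when adjusted over the list alone. One of these 12 is *Epcam* (log2 fold change 1.90, SE 0.26, adjusted p = 0.0268), whose protein defines the gates, so that its change is no independent result. The study chose this list on the same cells, so the latter is not independent evidence. *Acta2* (chromosome 19, 34241090 to 34255590) had 3489 ± 3214 CPM in the basal gate and 495 ± 637 CPM in the intermediate gate (SD, n = 4 units). It was lower in the luminal than in the basal gate in 4 of 4 units, with a log2 fold change of -5.66 (SE 0.57, adjusted p = 0.0116). *Aldh1a3* (chromosome 7, 66390890 to 66427517) was higher by 10.62 on the log2 scale (SE 0.81, adjusted p = 0.00545), and *Kit* (chromosome 5, 75574916 to 75656722) by 9.47 (SE 1.59, adjusted p = 0.0469), both in 4 of 4 units. *Sparc* (chromosome 11, 55394500 to 55423183), *Krt14* and *Plet1* (chromosome 9, 50494525 to 50505482) moved in the same direction in 4 of 4 units without passing the threshold. Their log2 fold changes were -6.61, -5.07 and 2.63, with adjusted p of 0.0602, 0.0712 and 0.0671. Among the genes with the largest changes outside the list, *Aqp5* had 151 ± 64.8 CPM in the luminal gate and 0.0298 CPM in the basal gate. *Sparcl1* had 291 ± 208 CPM in the basal gate and 0.178 CPM in the luminal gate.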

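Between intermediate and basal GFP pos cells, 0 of 13780 genes passed in edgeR, with 178 at an unadjusted p under 0.05, while DESeq2 called 62. None of the 40 tested genes of the list passed when adjusted over the list alone. *Acta2* was lower in the intermediate gate in 4 of 4 units (log2 fold change -2.98, SE 0.72, adjusted p = 1.00). It passed the threshold in DESeq2 (adjusted p = 0.0250) and without the filter on low counts (1.16e-20), and in no other alternative. *Sparc* was lower in 4 of 4 (-0.98, SE 0.30). *Krt14* was lower in 2 of 4 units (-0.35, SE 0.47). Its direction reversed without the 1-week unit, to 0.23. The luminal genes *Cldn3* (2.30, SE 0.66) and *Krt18* (1.16, SE 0.34) were higher in the intermediate gate in 4 of 4 units, and *Krt8* in 2 of 4 (0.49, SE 0.41). The basal gene *Krt5* was also higher in 4 of 4 units (0.64, SE 0.31). With plates as units, 0 genes passed here and between luminal and intermediate cells as well. Between luminal and intermediate GFP pos cells, 0 of 13386 genes passed in edgeR, with 7.1e+02 at an unadjusted p under 0.05, while DESeq2 called 611. Without the 1-week unit, which holds 4 intermediate cells, edgeR called 3. When adjusted over the list alone, 16 of 44 genes passed, 8 higher and 8 lower. *Kit* was higher in the luminal gate in 4 of 4 units (log2 fold change 6.44, SE 0.76, adjusted p = 0.126), as was *Aldh1a3* (6.41, SE 1.72, adjusted p = 0.603). *Plet1* was higher in 3 of 4 units (1.91, SE 1.28, adjusted p = 0.988). In 200 simulated genes with a log2 change of 3 and the dispersion of the real sums, edgeR recovered 47.8% of the tested changes between luminal and basal cells and 20.0% between intermediate and basal cells. With a dispersion of 0.05 it recovered 100% between intermediate and basal cells, so that the spread of the real sums limits recovery at this number of units. A count of 0 at this spread is thus no evidence of equal expression between these gates. Luminal against intermediate cells were not simulated.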

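Each cell was thinned to 100000 reads before genes were counted as detected. *Tacc3* (chromosome 5, 33658128 to 33678995) was then detected in 17 of the 19 cells with the highest cell cycle score and in 34 of the other 492 cells. *Racgap1* (chromosome 15, 99620496 to 99651656) was detected in 18 of 19 and 18 of 492. *Racgap1* is one of the genes of this score, so that its detection in these cells follows in part from their selection, while *Tacc3* is not. In all reads, *Racgap1* had 49.4 CPM in the smaller basal-like cluster, 21.6 CPM in the HR neg-like cluster and 0.0147 CPM, from 2 reads, in the larger basal-like cluster. *Tacc3* had 32.3, 15.7 and 0.427 CPM in these clusters. At the resolution of 0.8, *Tacc3* was detected in 24 of the 95 unnamed cells and 15 of 198 basal-like cells.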

Importantly, we also identified a group of cells, predominantly within the INT2 cluster, with a highly enriched cell cycle score (Fig. 2E; Appendix Table S2). 

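A score over the genes of Appendix Table S2, of which 222 of 227 were found, was computed for each thinned cell. Cells above the mean plus 2 SD of all cells were called proliferative, which gave 19 cells. With 3 SD, the setting that moved the number most, 7 cells remained. In the main clustering, 10 of the 19 were among the 201 HR neg-like cells and 9 among the 43 cells of the smaller basal-like cluster (20.9%, 95% CI 10.0 to 36.0). In the larger one 0 of 165 cells were proliferative (95% CI 0 to 2.21). At the finer resolution, 11 of the 19 fell among the 95 unnamed cells (11.6%, 95% CI 5.92 to 19.8), 7 among the 198 basal-like cells (3.54%) and 1 among the 107 HR neg-like cells. By gate, they were 9 of 223 intermediate GFP pos cells (4.04%, 95% CI 1.86 to 7.52), 4 of 120 luminal GFP pos cells and 2 of 100 basal GFP pos cells. The remaining 4 were GFP neg cells of the basal and luminal gates. The intervals of the gates overlap, and a difference between gates was not tested with so few cells. No proliferative cell came from the 44 cells of the 6-week unit, and 9 of the 19 came from the 126 cells of the SMACre 3-week unit. Without this unit, the proliferative share of the basal-like clusters together went from 4.33% to 1.504%.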

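Phases were called with Seurat's cell cycle scoring from 43 S phase genes and 54 G2/M genes. Of the 19 proliferative cells, 7 were called S, 12 G2/M and none G1. The calls of the other 492 cells were G1 in 303, S in 132 and G2/M in 57. The score that defines the proliferative cells and the phase calls rest in part on the same genes.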

When we examined the cycle profile of cells comprised in the proliferative group (Fig. EV1G) these cells were exclusively classified within S or G2/M phase. 

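In S or G2/M were 48.3% ± 7.46 of the intermediate GFP pos cells, 37.9% ± 15.6 of the basal GFP pos cells and 46.8% ± 16.1 of the luminal GFP pos cells (SD, n = 4 units). The intermediate gate was above the basal gate by 10.3 percentage points, in 3 of 4 units (exact paired permutation test, two-sided p = 0.25), and by 5.08 points without the 1-week unit. Without the cluster led by lipid-synthesis genes, a setting chosen after seeing the data, it was above by 3.54 points, and with plates as units, also chosen then, by 7.24 points in 4 of 5 plates (p = 0.25). It was above the luminal gate by 1.498 percentage points as a mean, with 1 unit higher and 3 lower (p = 1 in the same exact test). This difference reversed to -6.34 without the 1-week unit.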

We then computed an S and G2/M molecular score for each sequenced cell and found specific enrichment of these scores in the highly proliferative cells boxed in Fig. EV1H, comprising mainly the INT1 and INT2 clusters (Fig. EV1G,H). This proliferative fraction expressed classic genes associated with cell cycle progression, such as *Mki67*, *Top2a*, and *Aurkb* (Fig. EV1I). It is also noteworthy that upon quantification of the proportion of cells from each cluster in G1, S, or G2/M, we found that the highly proliferative INT2 cluster comprises fewer cells in G1 and more in the G2/M phase compared to all other clusters (Fig. EV1J).

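*Mki67* (chromosome 7, 135689784 to 135716361) was detected in 18 of the 19 proliferative cells and in 57 of the other cells (11.6%), with means of 715.3 and 13.2 CPM per cell. *Top2a* (chromosome 11, 98992943 to 99024189) was detected in 18 of 19 and in 42 of the others, with 534 and 5.96 CPM. *Aurkb* (chromosome 11, 69045647 to 69051664) was detected in 13 of 19 and in 5 of the others, with 85.8 and 0.264 CPM. *Aurkb* is one of the genes of the score that selects these cells, and *Mki67* and *Top2a* are not.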

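In G1 were 59.2% of the HR neg-like cells (119 of 201), 62.4% and 60.5% of the cells in the basal-like clusters and 72.4% of the HR pos-like cells (21 of 29). The cluster led by lipid-synthesis genes had the lowest share in G1, 46.6% (34 of 73), and the highest in G2/M, 32.9% (95% CI 22.3 to 44.9), with no proliferative cell by the score. At the finer resolution, 56.8% of the unnamed cells were in G1 and 22.1% in G2/M. In G2/M were 9.35% of the HR neg-like, 4.04% of the basal-like and 17.2% of the HR pos-like cells. The cluster led by lipid-synthesis genes again had fewer cells in G1 (47.6%) and more in G2/M (30.5%) than the unnamed cluster. By gate, G2/M took 16.1% of the intermediate, 13.3% of the luminal and 6.00% of the basal GFP pos cells.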

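Of the luminal-gate cells, 104 of 120 GFP pos and 25 of 39 GFP neg fell in the HR neg-like cluster, and 8 and 13 in the HR pos-like cluster. At the resolution of 0.8, 85 of the GFP pos cells (70.8%) and 19 of the GFP neg cells (48.7%) stayed HR neg-like. The unnamed cluster of that setting took 15.8% of the GFP pos cells (95% CI 9.81 to 23.6) and 12.8% of the GFP neg cells (95% CI 4.30 to 27.4). For this cluster the intervals of the GFP states overlap. In the main clustering those of the HR neg-like cluster (95% CI 79.3 to 92.2 for GFP pos, 47.2 to 78.8 for GFP neg) and of the HR pos-like cluster (2.92 to 12.7 and 19.1 to 50.2) do not. They pool units with different shares and cover counting error, not the spread between mice. By unit, the HR neg-like share was higher in GFP pos cells in 3 units (72.7% against 41.7% in K5Cre mice, 84.6% against 62.5% at 3 weeks and 100% against 71.4% at 6 weeks in SMACre mice) and lower in 2 (25% against 66.7% at 1 week and 90.2% against 100% at 4 weeks).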

A more refined analysis of the luminal cluster containing both WT (nGFP^neg^) and mutant (nGFP^pos^) LCs revealed their segregation based on their mutant status, suggesting that, even if they are identified as LCs by FACS, nGFP^pos^ mutant cells remained somehow different from fully differentiated LCs (Fig. 2A). Consistent with this, Principal Component Analysis (PCA) confirmed that mutant luminal cells (GFP^pos^) at 3 and 4 weeks of chase do not entirely overlap with WT luminal (GFP^neg^) (Figs. 2A and EV2A). 

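On the first principal component of the integrated data, with HR pos-like cells left out, each cell was given its rank from 0% at the basal end to 100% at the luminal end. At 3 weeks in SMACre mice, 12 luminal GFP pos cells had a median rank of 83.1% (quartiles 75.9 and 89.0) and 6 GFP neg cells 75.4% (66.3 and 87.6). At 4 weeks, 50 GFP pos cells had a median of 81.9% (76.1 and 88.5) and 6 GFP neg cells 86.5% (82.7 and 90.4). In K5Cre mice the medians were 89.8% and 93.1%. The quartile ranges of the GFP states overlap on this component in each of these 3 units, and the GFP pos median was the higher one at 3 weeks in SMACre mice and the lower one in the other two.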

To reveal the differences between GFP^neg^ and GFP^pos^ luminal cells, we performed UMAP analysis exclusively within the HR^neg^ luminal cell cluster, and we could distinguish two subclusters. Most GFP^neg^ cells were associated with one cluster, that we named luminal cells, whereas the other cluster was mainly composed of GFP^pos^ mutant cells, that we called pre-luminal cells. The quantification of the percentage of GFP^pos^ and GFP^neg^ cells in the two clusters indicates a predominance of mutant cells in the pre-luminal group (Fig. EV2B). These two clusters are mainly distinguished by the time after N1ICD activation, as cells seem to acquire a pre-luminal identity at 1, 3, and 4 weeks and a more complete luminal identity after 6 weeks (Fig. EV2C). 

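The median rank of luminal GFP pos cells was 58.6% at 1 week (5 cells) and 92.3% at 6 weeks (37 cells), where the GFP neg medians were 77.5% (4 cells) and 77.8% (5 cells). At the resolution of 0.8, 33 of 37 luminal GFP pos cells at 6 weeks were HR neg-like (89.2%, 95% CI 74.6 to 97.0), and 37 of 51 at 4 weeks (72.5%, 95% CI 58.3 to 84.1). At 3 weeks they were 7 of 13 in SMACre mice, and at 1 week 1 of 8. The 1-, 4- and 6-week chases are each held by 1 plate with its own mice, so that time, plate and mice cannot be told apart.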

Although well-established luminal markers, such as *Krt18* and *Epcam* (Fig. EV2D), were similarly expressed by these two clusters, other luminal genes, like *Trf, Muc1*, and *Clic6*, presented very low levels of expression in the pre-luminal cluster, corroborating the notion that these cells, identified as luminal cells based only on their elevated expression of the EpCAM epithelial marker, have not entirely acquired a luminal identity (Fig. EV2E). 

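In the HR neg-like GFP pos cells of SMACre mice, CPM were computed at 1 week (3 cells), 3 weeks (32 cells), 4 weeks (46 cells) and 6 weeks (37 cells), without replicates of a chase time. *Krt18* (chromosome 15, 102028180 to 102032027) had 3641, 1145, 4854 and 4411 CPM, and *Epcam* (chromosome 17, 87635979 to 87651129) 2464, 1385, 2426 and 2753 CPM. *Trf* (chromosome 9, 103204001 to 103230444) had 400.1, 21.0, 655 and 811 CPM. *Muc1* (chromosome 3, 89229057 to 89233381) had 118, 2.93, 17.5 and 247 CPM, and *Clic6* (chromosome 16, 92485736 to 92541243) 30.6, 8.60, 19.3 and 246 CPM. From 4 to 6 weeks, the log2 change was 3.82 for *Muc1* and 3.67 for *Clic6*, against 0.31 for *Trf*, 0.18 for *Epcam* and -0.14 for *Krt18*. In the few GFP neg cells of the same plates, these changes were 1.02, 1.28, 3.21, 0.30 and 1.40. Their sums rest on 6 cells at 4 weeks and 5 at 6 weeks. The 3-week cells are mostly intermediate-gate cells of batch 3 that share this cluster. When luminal-gate GFP pos cells of any cluster were taken, the change of *Muc1* moved most, to 3.57. The paper reasons from the low levels of these genes in the pre-luminal cluster that its cells have not entirely acquired a luminal identity.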

To further highlight differences between WT and mutant HR^neg^ luminal cells, we selected the cells index-sorted as luminal HR^neg^ by FACS and performed DEG analysis. This query identified some genes differentially expressed in WT and mutant cells (Fig. EV2F). 

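HR neg-like cells of the luminal gate were compared between GFP states over the 4 units with at least 3 cells of each, 102 GFP pos and 21 GFP neg cells. edgeR called 0 of 10960 genes at an adjusted p under 0.05, with 606 at an unadjusted p under 0.05. DESeq2 called 492, and edgeR without a filter on low counts 88. In simulated genes edgeR recovered 35.5% of the changes at this design with 1 false call, and DESeq2 60.1% with 157. Over all genes, the median log2 fold change was 0.46, so that values near it show no change against the average gene. *Krt18* lay below it at 0.13 (SE 0.36), and reversed to -0.11 without the 4-week unit and to -0.02 without the K5Cre unit. *Epcam* was at -0.52 (SE 0.29). Of the 35 named genes tested, 10 passed when adjusted over the list alone, 6 higher and 4 lower in GFP pos cells. Among them were *Muc1* (log2 fold change -2.09, SE 0.66) and *Clic6* (-1.999, SE 0.57), each lower in 4 of 4 units, with an adjusted p of 0.833 over all genes.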

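*Dclk1* (chromosome 3, 55242364 to 55539068) had 248 ± 92.6 CPM in GFP pos and 30.4 ± 43.0 CPM in GFP neg HR neg-like cells of the luminal gate (SD, n = 4 units). It was higher in GFP pos cells in 4 of 4 units, with a log2 fold change of 5.13 (SE 1.47). The unadjusted p was 0.00651 and the adjusted p 0.833 over all genes, and 0.0444 when adjusted over the list of named genes alone. The SMACre 6-week unit and the K5Cre unit had no *Dclk1* read in GFP neg cells. The direction held under every alternative run, from 3.01 without the unit block to 7.08 without the 3-week SMACre unit. It passed the threshold in DESeq2 (adjusted p = 0.0308) and in edgeR without a filter on low counts (2.69e-09), with adjusted p of 0.604 to 1.00 under the other alternatives. Over all luminal-gate cells, *Dclk1* had 215 ± 113 CPM in GFP pos and 17.1 ± 17.1 CPM in GFP neg cells (SD, n = 5 units), higher in 5 of 5 units. It was not confined to luminal cells: basal GFP pos cells had 245 ± 281 CPM and intermediate GFP pos cells 158 ± 151 CPM (SD, n = 4 units), and basal GFP neg cells 56.5 ± 8.90 CPM (SD, n = 2). Between luminal and basal GFP pos cells its log2 fold change was 0.14 (SE 0.46), higher in 2 of 4 units, and -0.23 without the K5Cre unit.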

Notably, the gene *Dclk1*, encoding for Doublecortin-like kinase 1, and associated with gastric and breast cancer (Afshar-Sterle et al, 2024; Wang et al, 2019), was found uniquely and highly upregulated in mutant luminal HR^neg^ cells. On the contrary, *Igfbp5*, the gene encoding the Insulin-like growth factor-binding protein 5, was strongly enriched in WT HR^neg^ cells. This gene has been reported to be causally related to apoptosis in the mammary gland (Allan et al, 2004), although the significance of its high expression in this context remains to be established.

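*Igfbp5* (chromosome 1, 72857932 to 72874884) had 797 ± 812 CPM in GFP pos and 3066 ± 1479 CPM in GFP neg HR neg-like cells of the luminal gate (SD, n = 4 units). It was lower in GFP pos cells in 4 of 4 units, with a log2 fold change of -2.97 (SE 0.81, unadjusted p = 0.00489). It did not pass over all genes in edgeR, and had an adjusted p of 0.00113 in DESeq2 and 1.17e-14 without the filter on low counts. Over the other alternatives the adjusted p lay between 0.692 and 1.00, and the log2 fold change between -3.75 and -1.94 over all of them. In basal GFP pos cells it had 784 ± 509 CPM and in basal GFP neg cells 976 ± 258 CPM (SD, n = 4 and 2 units).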

**Figure EV2:**
Lineage trajectories of cell fate switch and associated transcriptional features. Related to Fig. 3. (**A**) PCA plots highlighting changes in cell transcriptional state along the basal-luminal differentiation trajectory, at different timepoints following N1ICD activation. Colored dots indicate the FACS gate information for each index-sorted cell, based on the cell surface markers EpCAM and Cd49f. (**B**) UMAP refined analysis of the HR^neg^ cluster indicating GFP^pos^ and GFP^neg^ cells. The two new resulting subclusters appearing are indicated by different colors (turquoise and orange). The boxed graph represents the percentage of GFP^pos^ (green) and GFP^neg^ (gray) cells for each cluster, showing the predominance of GFP^pos^ mutant cells in the pre-luminal cluster. (**C**) UMAP representation of the distribution of mutant nGFP^pos^ cells belonging to the HR^neg^ cluster color-coded based on the different timepoints after N1ICD induction, as indicated. (**D**) UMAP representations of the two luminal subclusters show the expression levels of two luminal-specific genes (*Krt18* and *Epcam*) for each cell. (**E**) Heatmap showing differentially expressed genes (DEGs) distinguishing the pre-luminal and luminal clusters. (**F**) Volcano Plot of DEGs between HR^neg^ GFP^pos^ (170 cells) (red dots) and HR^neg^ GFP^neg^ (34 cells) (blue dots) cells. (**G**) Hematoxylin and Eosin staining of WT (wild-type) mammary gland and mammary tumor sections following N1ICD activation. Wild-type mouse mammary glands were collected after one pregnancy, while tumors were harvested after three pregnancies, followed by 10 to 15 days of involution. (**H**) Immunofluorescence anti-GFP (corresponding to N1ICD), α-SMA, and K8 on sections of mammary tumors developed upon N1ICD activation, three pregnancies, and 10 days of involution showing the clonal expansion of mutant nGFP^pos^ cells. Nuclei are stained with DAPI. Scale bars represent 100 µm in (**G**, **H**).

It is important to consider that mutant LCs cannot be considered WT LCs even once the lineage switch is complete, since they continue to express N1ICD. This perduring Notch activity results in the formation of mammary hyperplastic lesions (Fig. EV2G,H) after a long latency (8 months) or upon 1 or 2 cycles of pregnancy and lactation, that can occasionally become malignant tumors, as previously observed (Bouras et al, 2008; Ling and Jolicoeur, 2013). 

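The N1ICD transgene contains *Notch1* coding sequence, which reads of the endogenous gene (chromosome 2, 26457903 to 26516663) cannot be separated from in these counts. *Notch1* had 490.0 ± 239 CPM in luminal GFP pos and 319 ± 153 CPM in luminal GFP neg cells (SD, n = 5 units), a log2 fold change of 0.44 (SE 0.35, adjusted p = 0.999), higher in 3 of 5 units. It had 346 ± 94.9 CPM in basal and 353 ± 118 CPM in intermediate GFP pos cells. The Notch target *Hes1* (chromosome 16, 30064384 to 30067796) had 193 ± 90.5 and 287 ± 315 CPM in luminal GFP pos and GFP neg cells. Its fitted log2 fold change was 0.27 (SE 0.69), higher in 3 of 5 units, and -0.40 without the 3-week SMACre unit. No gene of 11599 passed in edgeR, with 5.2e+02 at an unadjusted p under 0.05. DESeq2 called 238. When adjusted over the list alone, 5 of 38 genes passed. Without the 1-week unit, and without the 4-week unit, edgeR called 1 gene. The *Notch1* level thus does not separate GFP pos from GFP neg cells of the luminal gate in the counts. In the other gates the GFP states were not tested against each other, and basal GFP neg cells had 149 ± 121 CPM (SD, n = 2 units). Recombination could not be checked in GFP neg cells from these counts.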

Based on our computed basal and luminal scores and on the list of DEGs, the two clusters of intermediate cells expressed a mixed gene set between luminal and basal markers, with INT1 more closely related to the BAS cluster and INT2 more luminal, suggesting a progressive transcriptional switch from a basal to a luminal differentiation program.

Given that several single-cell transcriptomic studies have described a population of cells co-expressing basal and luminal markers (often called hybrid cells) in embryonic mammary glands (Giraddi et al, 2018; Pal et al, 2021; Wuidart et al, 2018) or in response to adult LCs ablation (Centonze et al, 2020), we wondered if the INT clusters we identified in our study reflected the presence of cells that reactivated embryonic or regenerative programs typical of multipotent MaSCs. To interrogate this, we compared our intermediate cells with hybrid cells identified in published datasets using Label Transfer from the Seurat package (Stuart et al, 2019), a variant of integration which allows the transfer of cluster labels from a reference dataset to a query dataset. The scRNAseq profile of mammary cells published by Wuidart and colleagues (Wuidart et al, 2018) comprised adult BCs and LCs, as well as “Embryonic Multipotent Progenitors” (EMPs) (CD49f^high^/Lgr5-GFP^high^) isolated from the mammary epithelium at embryonic day 14 (E14). EMPs co-expressed genes typical of BCs and LCs, but they also presented specific genes that were defined as the EMPs signature. By integrating our dataset with the Wuidart et al, dataset, we found, as expected, that the basal cell cluster (BAS), as well as the HR^neg^ and HR^pos^ clusters, overlapped with the same adult cell types identified in that study (Fig. EV3A). Of interest, the INT1 and EMPs clusters broadly co-localized in the PCA plots, validating their hybrid signature, whereas INT2 appeared as a separate cluster that was not identified by Wuidart and colleagues. Using label transfer with the dataset by Wuidart *et al*, as a reference and visualizing the transferred labels with an alluvium plot, we found that while the INT1 cluster is splitted between BAS and HR^neg^ adult clusters, INT2 is almost entirely linked to the HR^neg^ WT cluster and clearly diverges from the BAS cluster (Fig. EV3B). To our surprise, however, this comparative analysis indicated that the EMPs signature was not specifically expressed in INT1 or INT2 clusters (Fig. EV3C). This comparative analysis indicated that the intermediate cells that we identified in our dataset do not necessarily revert to an embryonic multipotent progenitor state similar to the EMPs sequenced at embryonic day E14 by Wuidart and colleagues.

**Figure EV3:**
Integration of SMART-N1ICD dataset with scRNAseq from embryonic and adult hybrid mammary cells. Related to Fig. 3. (**A**) PCA plots showing the integration of our data (SMART-N1ICD) and the dataset from Wuidart et al (Wuidart et al, 2018). (**B**) Alluvium plots showing label transfer of each cell cluster using the Wuidart dataset as reference. (**C**) UMAP plot representing enrichment for the EMP score derived from Wuidart et al, dataset. Purple represents the lowest EMP score and yellow the highest EMPs score. (**D**) PCA plots showing the integration of our data (SMART-N1ICD) and the dataset from Centonze et al, (Centonze et al, 2020). (**E**) Alluvium plots showing label transfer of each cell cluster using the Centonze dataset as reference. (**F**) Alluvium plots showing label transfer of each cell cluster in the Pal et al, dataset either from TEBs (left) or from pubertal ducts (right) using our dataset (Smart-N1ICD) as reference. (**G**) Alluvium plot showing label transfer of each cell cluster in the Bach et al., dataset performed at pregnancy using our dataset (Smart-N1ICD) as reference.

We then integrated our dataset with the sequencing results from Centonze et al, (Centonze et al, 2020), who performed scRNAseq of adult BCs and LCs following genetic ablation of a fraction of LCs in vivo. This genetic intervention induced reactivation of multipotency in BCs and the appearance of a population of hybrid cells (referred to as “Hybrid”) showing co-expression of basal and luminal markers. PCA of the integrated datasets indicated that our INT1 cluster closely associates with the Hybrid cells and partially overlaps with the adult BAS cluster, whereas, once again, the INT2 cluster stands alone, featuring little overlap with the Hybrid cells sequenced by Centonze and colleagues (Fig. EV3D). The analysis of the same dataset using the alluvium plot representation confirmed that our INT1 cluster is transcriptionally closer to BAS and Hybrid cells from Centonze et al, whereas INT2 cells appear more closely related to HR^neg^ cells (Fig. EV3E).

This comparative in silico analysis suggests that the INT1 cluster represents a hybrid transcriptional cell state in between basal and luminal lineages, similarly to the Hybrid cluster reported by Centonze et al. On the contrary, the INT2 cluster is uniquely found upon Notch activation and, as such, it may represent a distinctive cluster, possibly more related to committed luminal cells.

To further characterize the intermediate transcriptional states that we have identified and assess if they can be found in physiological mammary glands at specific times of major tissue remodeling, such as in puberty or pregnancy, we compared our different clusters with datasets obtained from terminal end buds (TEBs) or ductal cells at puberty (Pal et al, 2021). Label transfer analysis showed that basal cells in TEBs (usually referred to as cap cells) were more similar to the INT1 cluster than to our BAS cluster (Fig. EV3F). Likewise, the HR^neg^ TEB cells corresponded to the INT2 cluster instead of pairing with our HR^neg^ cluster. These results suggest that the intermediate cell states we have identified in this study resemble the less differentiated pubertal TEB cells which have not yet acquired the full repertoire of luminal or basal definitive markers of mature cells. This finding is corroborated by the fact that pubertal ductal BCs indeed cluster with our BAS cells. However, the HR^neg^ ductal cells in puberty still correlated to our INT2 cluster rather than to the more differentiated HR^neg^ cells. This might indicate that pubertal ductal BCs are more mature than the cap cells in TEBs, thus they correspond to adult BCs, whereas HR^neg^ pubertal cells, even in ducts, are less mature than adult HR^neg^ LCs.

In addition, we compared our dataset with sequencing results obtained in pregnant mice (Bach et al, 2017), and found that basal Bsl-G (Basal cells at gestation) were similar to our BAS cells, whereas Avd (alveolar differentiated cells) corresponded in part to our HR^neg^ and some to our INT2 (Fig. EV3G). These findings lead us to conclude that the Avd cluster comprises both differentiating alveolar cells (the fraction pairing with our INT2 cells) and more differentiated alveolar cells that correspond to our HR^neg^ luminal cluster.

In conclusion, the integration of our single cell profiles with published datasets indicates that the intermediate cells that appear upon Notch ectopic activation, although featuring a mixed signature, are different from embryonic multipotent MaSCs, but they represent less differentiated cell states than adult BCs or LCs, resembling pubertal cells found in TEBs.

### Transcriptional landscapes underlying the progressive lineage transition from BCs to LCs

To examine the gradual transcriptional changes that occur during the cell fate switch from BCs to LCs, we then performed a slingshot trajectory analysis within the PCA space, denoting the BAS cluster as the origin. Interestingly, we observed a forked pattern presenting 2 separate trajectories (Fig. 3A). Both trajectories passed through the INT1 and INT2 clusters, but one path terminates in the HR^neg^ cluster (Trajectory 1) while the other ends with the HR^pos^ cluster (Trajectory 2). The divergence of the two trajectories was observed around the INT2 cluster, suggesting that the two luminal identities are specified at the latest intermediate stage.

**Figure 3:**
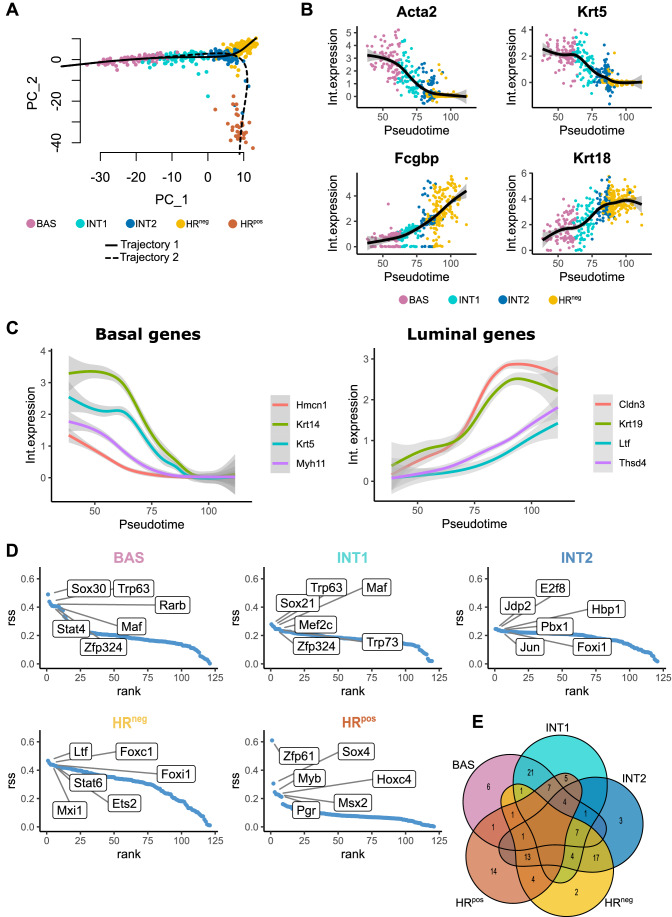
Lineage trajectory and transcriptional signatures defining the progressive transition from basal to luminal identity. (**A**) Slingshot trajectory analysis showing two cellular paths, connecting BAS cells to HR^neg^ (trajectory 1) or HR^pos^ (trajectory 2) clusters in a PCA plot. (**B**) Expression of selected genes within cells plotted along trajectory 1 in pseudotime. The integrated gene expression is plotted; dots correspond to individual cells color-coded according to the UMAP clusters from Fig. 2B. (**C**) Expression of selected basal and luminal genes along pseudotime trajectory 1. (**D**) SCENIC analysis showing the Regulon specificity score (RSS) for each cluster: only the six most significant TF regulons showing cluster-specific activity are indicated. (**E**) Venn diagram presenting the number of overlapping regulons among the 50 most significant TF regulons for each cell cluster.

Given that Notch1 activity is restricted to ERα^neg^/PR^neg^ luminal cells and that the cell fate switch induced by Notch activation eventually converts the targeted BCs exclusively into ERα^neg^/PR^neg^ LCs, we then focused our analysis on trajectory 1 (BAS to HR^neg^). For this, we used Tradeseq, which performs Generalized Additive Model (GAM) fitting to the gene expression variation along pseudotime. During the transition from BAS to HR^neg^ fate, we confirmed the previously detected trend of progressive decrease in expression of classical basal markers, such as *Acta2* and *Krt5*, and gradual increase in luminal gene expression, including *Krt18* and *Fcgbp* (Figs. 3B and EV4A). 

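The tools of the methods for pseudotime, slingshot and tradeSeq, were not available, and the rank on the first principal component was used over 482 cells. The named genes and those of Appendix Table S3 were left out of the component, which held 4.25% of the variance and had a correlation of -0.85 with the difference between basal and luminal marker levels. For each gene, the midpoint is the first rank at which a smoothed curve has covered 50% of its way from the basal to the luminal end. *Acta2* fell, with its midpoint at a rank of 31.5% (22.5 to 38.5 with each unit left out in turn), and *Krt5* fell with its midpoint at 77.5% (66.5 to 85). *Krt18* rose with its midpoint at 80% (62.5 to 87). *Fcgbp* (chromosome 7, 28071236 to 28120862) rose with its midpoint at 87.5% (85 to 88.5). Diffusion pseudotime on the same components had a rank correlation of 0.714 with this order across cells, and gave *Acta2* 59.5%, *Krt5* 74.5%, *Krt18* 52% and *Fcgbp* 69%, so that *Acta2* no longer came before *Krt18*. Cells are not independent replicates, and the ranges show the dependence on units only. The component was computed once over all units, so that the ranges do not cover how far the order of cells itself depends on a unit.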

In general, most genes followed a trend of constant increase or decrease of expression during the progressive switch from basal to luminal cell identity. Along the pseudotime, we noticed that the first event detectable at the transcriptional level consists of the downregulation of basal genes, as we had previously found in bulk RNAseq experiments (Lilja et al, 2018), and this is associated with cells belonging to the INT1 cluster. 

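The median rank was 18.7% for basal, 45.0% for intermediate and 85.8% for luminal GFP pos cells. The falling genes *Sparc* and *Cxcl14* had midpoints at 44.5% (39.5 to 50.5) and 48% (40.5 to 53.5), before those of the rising genes *Plet1* at 74% (63.5 to 78), *Cldn3* at 80% (65 to 86.5), *Aldh1a3* at 82% (64.5 to 87.5) and *Kit* at 82.5% (71.5 to 87), with the range over the units left out in brackets. Of the basal keratins, *Krt17* fell at 78.5% and thus together with the rise of the luminal genes. Other named genes did not keep the order of falling before rising. *Foxc1* rose at 40% (29 to 52), before *Sparc* and *Cxcl14* fell. *Krt14* fell at 81% (65 to 87.5) and *Trp63* at 87% (67.5 to 92), after the rise of *Plet1*. In diffusion pseudotime the order of falling genes such as *Sparc* before rising genes such as *Plet1* did not hold. The falling genes *Sparc*, *Cxcl14*, *Acta2*, *Myh11* and *Hmcn1* had midpoints at 51%, 57%, 59.5%, 60% and 65.5%, and the rising genes *Plet1*, *Krt18*, *Krt19*, *Cldn3*, *Aldh1a3* and *Kit* at 50.5%, 52%, 54%, 55.5%, 57.5% and 57.5%. The change of log-normalized level from end to end was small there for some of them, 0.0191 for *Plet1* against 3.63 on the component, and -0.0318 against -0.852 for *Hmcn1*. The “bas early” genes of Appendix Table S3 had a mean scaled level of 0.0441 at the start of diffusion pseudotime, against 0.791 on the component. The “lum early” genes had 0.180 at its end, against 0.988. Diffusion pseudotime thus does not run from a clear basal to a clear luminal end, and its midpoints test the order weakly.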

Later on along the pseudotime, the expression of luminal markers kicks in, in cells belonging to the INT2 cluster, which present co-expression of several genes typical of either BCs or LCs, such as *Krt17* and *Cldn3*, most likely corresponding to the K14/K8 double-positive cells that we observed by immunostaining (Fig. 1A) (Lilja et al, 2018). 

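In cells thinned to 100000 reads, *Krt17* and *Cldn3* were detected together in 36 of 223 intermediate GFP pos cells (16.1%, 95% CI 11.6 to 21.6) and in 15 of 100 basal GFP pos cells (15.0%, 95% CI 8.65 to 23.5). The share was 40.0% in luminal GFP pos cells (48 of 120, 95% CI 31.2 to 49.3) and 17.9% in luminal GFP neg cells (7 of 39, 95% CI 7.54 to 33.5). *Krt14* and *Krt8* were detected together in 73.5% of intermediate, 82.0% of basal and 32.5% of luminal GFP pos cells. In cells of the basal gate without GFP the share was 76.5% (13 of 17). Detection of RNA is another measure than the protein staining by which the paper saw double-positive cells, so that these shares do not count such cells.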

Finally, the last step of the transition is characterized by the complete loss of basal genes and the steady increase of expression of luminal lineage genes (Fig. EV4A,B).

**Figure EV4:**
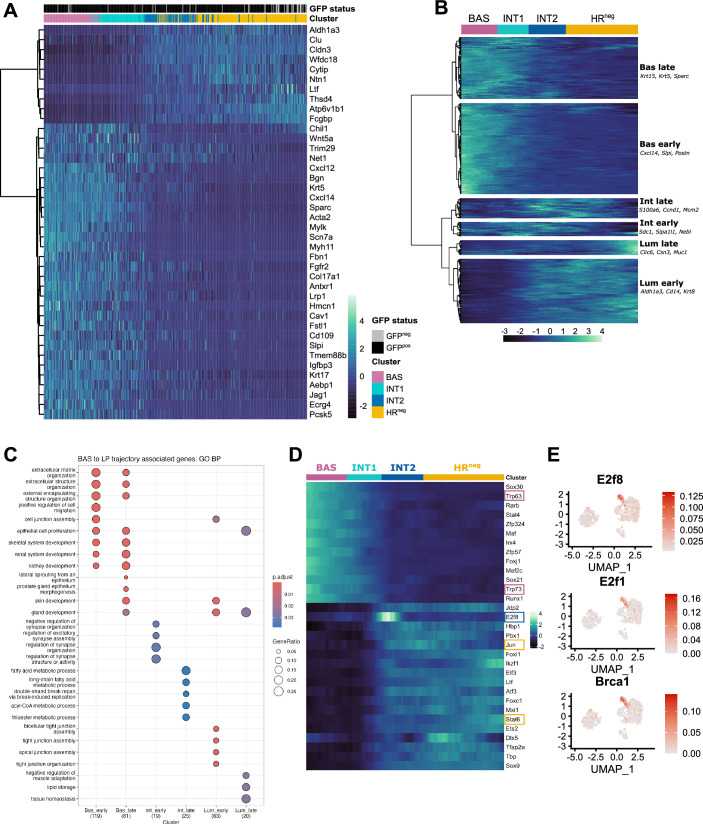
Pseudotime ordering identifies the transcriptional signatures associated with the progressive lineage transition from BCs to LCs. Related to Fig. 3. (**A**) Heatmap illustrating the top 40 genes exhibiting a differential pattern of expression along the pseudotime from basal to luminal (HR^neg^) identity. The clusters are color-coded, as in Fig. 2B. (**B**) Heatmap showing the dynamic expression profile of each gene towards the lineage switch trajectory, distinguishing six different patterns of expression along the process of basal to luminal transition. (**C**) GO terms associated with the genes defining the six groups in (**B**). *p* values were defined using one-sided Fisher’s exact statistical test. (**D**) Heatmap showing the top transcriptional regulons specific to each cluster (based on RSS analysis), plotted along the pseudotime trajectory 1. Boxed genes are described in the text. (**E**) UMAP plots showing the expression of regulons specific to cluster INT2, based on Fig. 3E.

The pseudotime analysis we performed clearly indicates the progressive nature of the lineage transition induced by ectopic Notch1 activation, characterized by continuous and gradual transcriptional changes underlying the sequential change in cell identity. We thus conclude that lineage conversion requires a stepwise and asynchronous change in transcriptional programs, with some basal genes downregulated early and others that take a longer time to be repressed. For example, the gene *Hmcn1*, encoding the immunoglobin superfamily member Hemicentin 1 and the smooth muscle myosin heavy chain *Myh11*, a well-described marker of the basal lineage (Prater et al, 2014), are among the earliest basal genes to be downregulated, whereas the typical basal cytokeratins *Krt14* and *Krt5* decrease in expression only later (Fig. 3C). 

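*Myh11* (chromosome 16, 14194535 to 14291372) had its midpoint at a rank of 14% (12 to 16 with each unit left out) and *Hmcn1* (chromosome 1, 150562524 to 150993435) at 27% (19.5 to 32.5). *Krt14* had its midpoint at 81% (65 to 87.5). The mean midpoint of *Krt5* and *Krt14* lay 58.8 percentage points after that of *Hmcn1* and *Myh11*, with a range of 41.5 to 64.3 over the units left out. In diffusion pseudotime the difference was 4.75 points, with *Myh11* at 60% and *Hmcn1* at 65.5%, after rising genes such as *Krt19* at 54%. The paper concludes from such differences that the programs change stepwise and asynchronously.

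**Figure D2:**
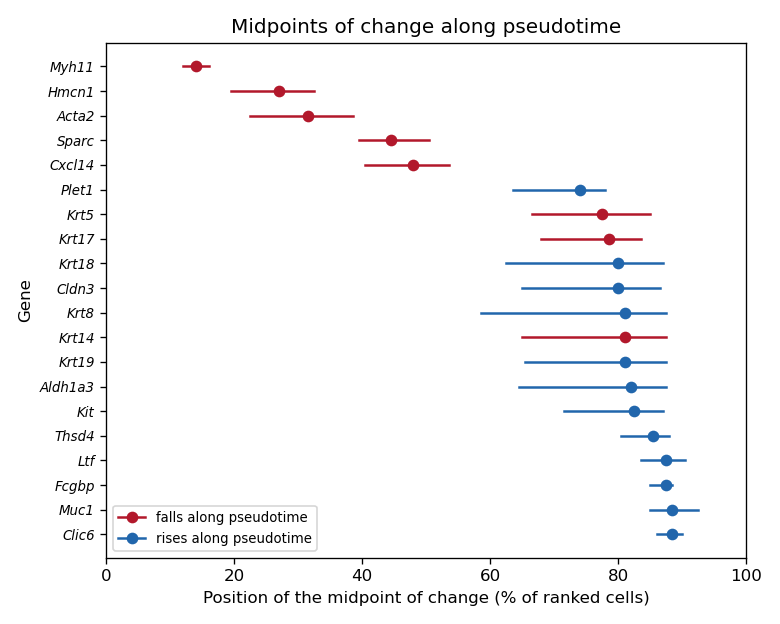
Midpoint of change of 20 genes along pseudotime, as % of the ranked cells from the basal to the luminal end. Points are midpoints over all cells, bars span the midpoints with each of the 5 units left out, red genes fall and blue genes rise. *Myh11* at 14% and *Hmcn1* at 27% come first of these genes in this order, and most others change between 74% and 88.5%.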

The same is true for the acquisition of a luminal identity, with genes such as *Krt19* and *Cldn3* that are upregulated very early during the transition, and others, like *Ltf* and *Thsd4*, whose increase in expression is only observed toward the end of the transition in pseudotime (Fig. 3C).

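*Krt19* rose with its midpoint at 81% (65.5 to 87.5 with each unit left out). *Ltf* (chromosome 9, 111019271 to 111042767) had its midpoint at 87.5% (83.5 to 90.5) and *Thsd4* (chromosome 9, 59966931 to 60522046) at 85.5% (80.5 to 88). The mean midpoint of *Ltf* and *Thsd4* lay 6 percentage points after that of *Krt19* and *Cldn3*, and 0.5 to 16.8 points with each unit left out. This difference is smaller than its jackknife SD of 11.5 over units.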

We next sought to identify differentially expressed genes for each mammary epithelial cluster by examining their dynamic expression profile towards the lineage switch trajectories. This extended analysis identified 6 different patterns of expression along the process of basal to luminal transition (Fig. EV4B; Appendix Table S3). 

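The genes of Appendix Table S3 were located in the counts for each pattern: 118 of 122 “bas early”, 31 of 31 “bas late”, 15 of 19 “int early”, 25 of 27 “int late”, 85 of 86 “lum early” and 20 of 20 “lum late” genes. The lists as read here hold 305 genes together, fewer than the methods give, and the “bas late” list is shorter than in Fig. EV4C, so that these counts and the peaks below refer to incomplete lists. Their levels were scaled per gene, averaged over the pattern and smoothed along the ranked cells. The patterns were found by the study on the same cells, so that their order here is not independent evidence.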

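The mean of the “bas early” genes was highest at a rank of 0% (0 to 4.5 with each unit left out) and that of the 31 “bas late” genes read here at 17% (9.5 to 22). The difference of 17 points between them reversed to -9.5 in diffusion pseudotime. There the “bas early” mean was 0.0441 at the start and highest at 34.5%, so that the start is no clear basal end. Single genes of these patterns spread widely: *Krt15* (chromosome 11, 100131758 to 100135928) had its midpoint at 88%, and at 28% without the K5Cre unit.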

We identified two groups enriched in basal genes (“bas early” and “bas late”), which include well-known basal cell markers such as *Krt15* and *Krt5, Sparc or Cxcl14* and are linked to the GO term “extracellular matrix organization” (Fig. EV4C). Likewise, toward the end of the pseudotime, we found enrichment in the expression of genes associated with the acquisition of the luminal phenotype (“lum early” and “lum late”), including *Krt8, Clic6*, or *Aldh1a3*.

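Both luminal patterns had their highest mean at a rank of 100%, with each unit left out as well, so that these peaks do not order them. In diffusion pseudotime the “lum early” genes had their highest mean at 81.5% and the “lum late” genes at 100%, which does order them. *Krt8* had its midpoint at 81% (58.5 to 87.5; 24.5% in diffusion pseudotime) and *Clic6* at 88.5% (86 to 90).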

Of interest, this analysis highlighted two patterns of expression specifically associated with the intermediate clusters (that we called “int early” and “int late”). The “int early” group presented an enriched expression of the cell adhesion genes *Sdc1* and *Nebl*, whereas genes associated to cell proliferation, including *Mcm2* and *Ccnd1*, defined the “int late” group (Appendix Table S3).

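The “int early” genes had their highest mean at a rank of 26% (19.5 to 31 with each unit left out) and the “int late” genes at 75% (72 to 84). The mean scaled level at these peaks was 0.167 and 0.315, against 0.791 at the peak of the “bas early” and 0.988 at that of the “lum early” genes. The peaks lay 49 points apart, 61.5 in diffusion pseudotime and 23 without the cluster led by lipid-synthesis genes, a setting chosen after seeing the data. *Ccnd1* (chromosome 7, 144929931 to 144939925) rose with its midpoint at 75.5% (57.5 to 86.5). *Mcm2*, *Sdc1* and *Nebl* had no stable midpoint, with ranges over the units left out of 2.5 to 99.5, 1 to 97.5 and 17.5 to 95.5. Proliferative cells made up 5 of 161 cells in the first of 3 equal parts of the ranks (3.11%, 95% CI 1.02 to 7.10), 9 of 160 in the second (5.63%, 95% CI 2.60 to 10.4) and 5 of 161 in the last.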

The dynamic expression profile of genes associated with these six patterns of expression indicates that the transition from basal to luminal identity is a long and progressive process involving the following sequence of events: initial repression of typical basal genes, modification of cell adhesion properties, proliferation, progressive acquisition of a luminal phenotype, and finally complete expression of definitive luminal markers.

### Gene regulatory network analysis uncovers the molecular signatures of transitioning cells

To further capture the regulatory mechanisms at work during the cell fate switch, and to identify potential transcriptional nodes that could represent general regulators of cell plasticity, we then performed SCENIC analysis on our dataset. The SCENIC algorithm examines the activity of transcription factor regulons, consisting of transcription factors and their targets, within individual cells (Aibar et al, 2017). We used the regulon specificity score (RSS) to identify regulons showing enriched activity in each cell cluster. We observed, as predicted, elevated activity of the progesterone receptor (*Pgr*) regulon in HR^pos^ luminal cells and of *Foxc1* in HR^neg^ luminal progenitors, consistent with a previous report (Sizemore et al, 2013) (Fig. 3D). Among the top 50 regulons enriched in cluster INT1, we could not pinpoint any that was exclusive for this cluster and was not shared with other clusters, and most of these regulons were found in both INT1 and BAS clusters, indicating a strong overlap of INT1 and basal cell identity (Fig. 3E). Likewise, most of the regulons enriched in cluster INT2 were shared with the HR^neg^ cluster. This analysis corroborates our findings, indicating that the early steps of lineage switch involve suppression of basal regulons, such as *Trp63* and *Trp73*, followed by the steady and progressive increase of activity of luminal-specific regulons, such as *Jun* or *Stat6* (Fig. EV4D). Consistent with our results, when we analyzed for cluster-specific regulon activity, we could not identify regulons that would be unique to INT1 cells. We could, however, find three regulons, *Brca1*, *E2f8*, and *E2f1*, which were specific to INT2 cells, and these are all linked to elevated proliferation. Interestingly, these regulons are enriched in highly proliferative cells belonging to the INT1, INT2, and HR^neg^ clusters (Fig. EV4E).

This analysis suggests that the lineage conversion involves activation of a proliferative signature, particularly in cells belonging to the INT2 cluster, for mutant cells to complete the fate transition and engage into transcriptional programs characteristic of luminal cells.

### Proliferation is indispensable for switching cell identity

The scRNAseq analysis on index-sorted mutant cells undergoing the cell fate transition allowed us to identify a group of cells, mainly belonging to the INT2 cluster, characterized by high cell cycle score and upregulation of regulons linked with active proliferation. In addition, when we triggered Notch activation in pre-pubertal (3-week-old) or adult (10-week-old) mice, we found that adult mammary cells take longer to complete the transition from basal to luminal identity. While induction before puberty (at postnatal day P21) resulted in a minimum of 85% of mutant LCs within 6 weeks, in adult mice, we could detect about 30% of BCs that had not yet switched fate after a 6-week chase (Fig. EV5A). To understand these differences in the kinetics of lineage conversion, we quantified the proportion of Ki67-positive cells in pubertal and adult mice and found that pubertal mammary epithelial cells (MECs) proliferate more frequently than adult cells (Fig. EV5B), thus they convert to luminal fate more rapidly than the more quiescent adult mammary cells. Of note, this difference could not be explained by recombination rate, since we found no variance in the proportion of GFP-labeled cells at puberty or in adult mice upon a 48 h tamoxifen pulse (Fig. EV5C). Based on the scRNA-sequencing analysis and these in vivo results, we formulated the hypothesis that the switch in cell identity does not simply represent a transdifferentiation event, bypassing cell division, but rather requires actively proliferating cells that respond to Notch activation by giving rise to luminal daughter cells.

**Figure EV5:**
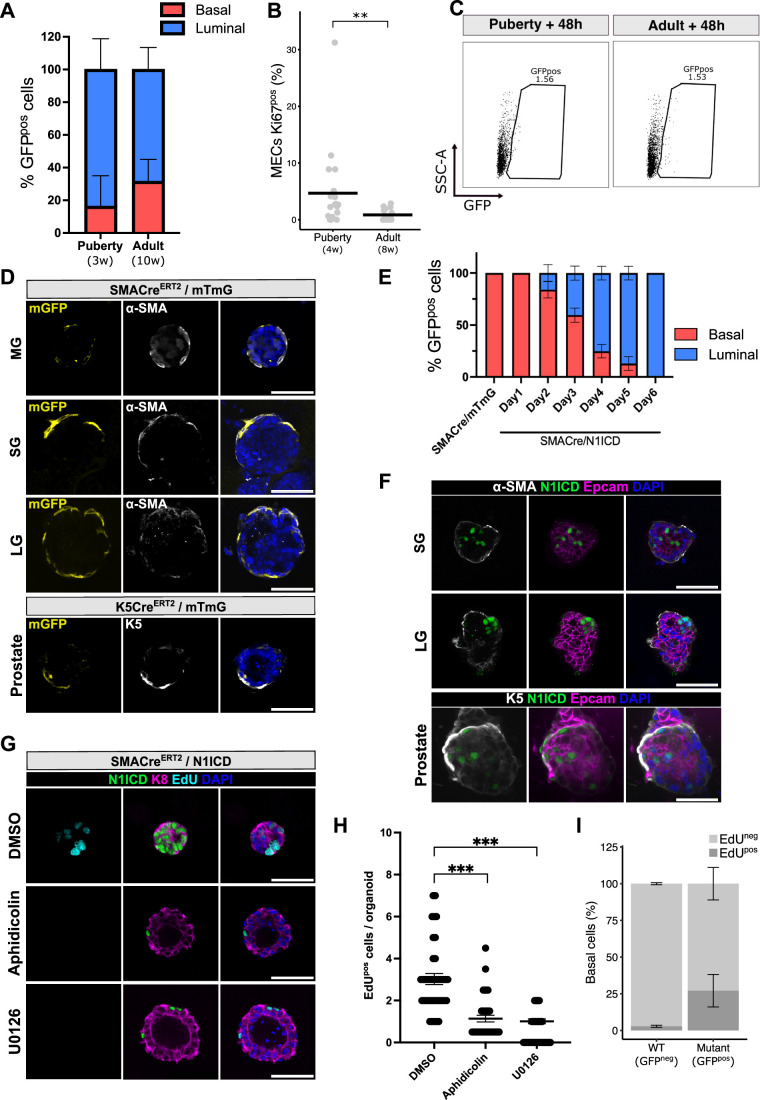
Lineage switch and BCs unipotency are recapitulated in organoids. Related to Figs. 4, 5. (**A**) Quantification of the proportion of GFP^pos^ cells in basal and luminal FACS gates after induction at pre-puberty (3w) or adulthood (10w), showing the incomplete cell fate switch after a 6-week chase in adult mice. Data were displayed as mean ± SEM, and represent at least three mice. (**B**) Percentage of Ki67-positive mammary epithelial cells (MECs) in pubertal (4w) or adult (8w) mice. *n* = 3 mice with a total of 16 sections for pubertal mice and 19 sections for adult mice. *p* value = 0.009 defined by *t*-test. (**C**) FACS plots showing the percentage of mutant GFP^pos^ cells after 48 h induction in pubertal or adult mice, demonstrating invariant recombination efficiency. (**D**) Representative immunofluorescence images showing mGFP, α-SMA, and K8 expression, 6 days after 4-OHT induction of SMACre^ERT2^/mTmG control organoids. Scale bar 50 µm. (**E**) Quantification of the proportion of mutant nGFP^pos^ basal and luminal cells per organoid at the indicated times after induction in SMACre^ERT2^/N1ICD mice or 6 days after tamoxifen in SMACre^ERT2^/mTmG control animals. Error bars represent mean ± SEM. A minimum of 18 organoids were analyzed for each condition and included three independent experiments. (**F**) Representative images of SMACre^ERT2^/N1ICD (SG and LG) or K5Cre^ERT2^/ N1ICD (prostate) organoids showing mutant cells (nGFP^pos^), featuring the expression of the luminal marker Epcam and the absence of basal markers (α-SMA or K5, as indicated). Scale bar 50 µm. (**G**) Representative images of EdU staining in SMACre^ERT2^/N1ICD organoids treated with DMSO, Aphidicolin, and U0126. Scale bar represents 50 µm. (**H**) Quantification of EdU^pos^ cells per organoids after 6 days in culture with DMSO, Aphidicolin, or U0126. *** indicates *p* value <0.0001 (*p* value = 2.04e-10 for DMSO/Aphidicolin and 2.04e-10 for DMSO/U0126, using Wilcoxon test). Data were displayed as mean ± SEM and represented three independent experiments with at least 40 organoids in total. (**I**) Quantification of the proportion of EdU positive or negative WT (GFP^neg^) or mutant (GFP^pos^) BCs in organoids 3 days after induction. Data were displayed as mean ± SEM and 19 organoids were analyzed from three independent experiments.

In order to experimentally test if proliferation was required for the transition from BCs to LCs induced by ectopic Notch1 activation, we thus implemented the culture of 3D organoids from epithelial cells of the mammary gland, the SG, LG, and prostate (Charifou et al, 2021; Jardé et al, 2016). First, we established that this in vitro system was suitable to study the cell fate switch, by demonstrating that WT cells derived from the adult mammary epithelium maintain a unipotent behavior in the organoid culture conditions. Indeed, lineage tracing of WT BCs in organoids, using SMACre^ERT2^/mTmG (for mammary gland, SG and LG) and K5Cre^ERT2^/mTmG (for the prostate) mice revealed that exclusively basal daughter cells were derived from the initially labeled BCs and were therefore marked by our lineage tracer membrane-bound mGFP (Fig. EV5D). Importantly, upon in vitro Notch1 activation via 4-hydroxitamoxifen (4-OHT) administration to the organoid medium, we could recapitulate the progressive transition of mutant nGFP^pos^ cells from the basal to the luminal lineage, also correlated with the progressive increase in expression of K8 and loss of α-SMA, robustly reflecting the data acquired in vivo (Figs. 4A and EV5E). This transition was also recapitulated in prostate, lacrimal, and salivary gland organoids with very similar kinetics (Figs. 4B and EV5F). Remarkably, a complete cell fate switch in organoids could be achieved within only 6 days after induction of N1ICD expression. Thus, the organoid system allows us to induce a rapid cell fate switch, much faster than in vivo, and to target more cells, such that some organoids were exclusively composed of luminal nGFP^pos^ cells 6 days after Cre induction (Fig. 4A,B).

**Figure 4:**
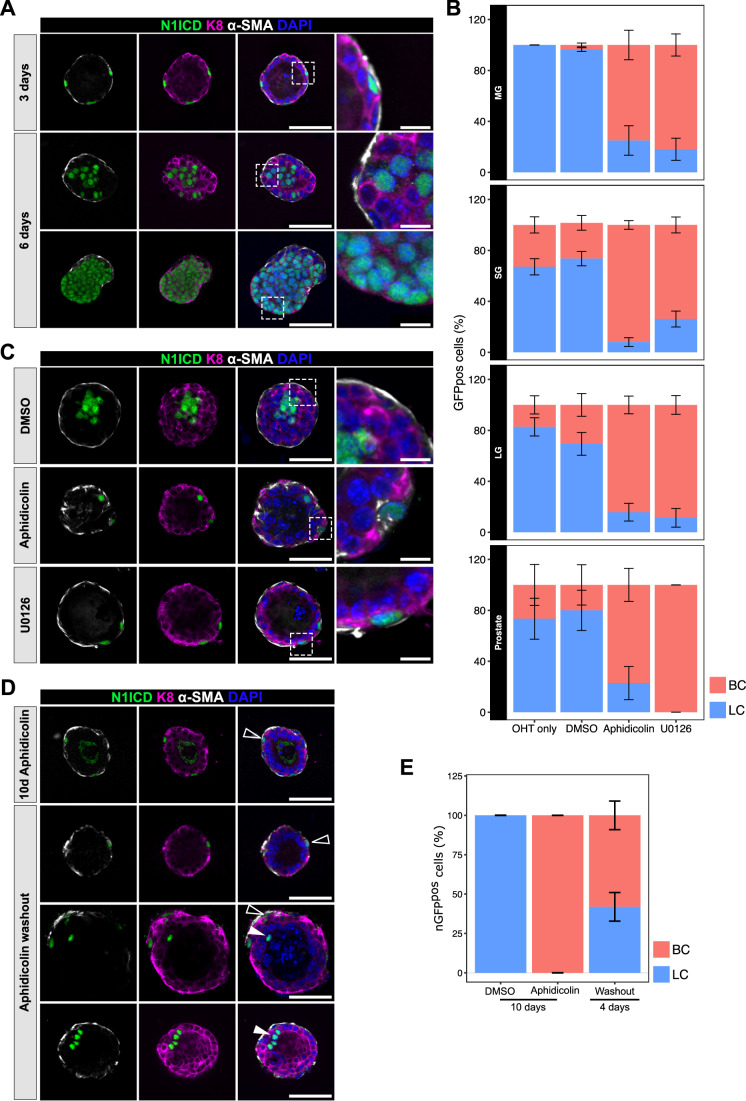
Proliferation is an obligatory step for lineage transition in organoids. (**A**) Representative images showing immunofluorescence for nGFP (N1ICD in green), luminal K8 (purple), and basal α-SMA (white) expression in SMACre^ERT2^/N1ICD mutant mammary organoids 3 or 6 days after 4-OHT induction. (**B**) Quantification of the proportion of nGFP^+^ BC (basal in red) or LC (luminal in blue) mutant cells in mammary gland (MG), LG, SG, and prostate, in OHT only, OHT + DMSO, OHT + Aphidicolin, or OHT + U0126 for 6 days. Data were displayed as mean ± SEM. This graph represents three independent experiments and a minimum of six organoids. (**C**) Representative images showing immunofluorescence for nGFP (N1ICD in green), luminal K8 (purple), and basal α-SMA (white) expression in SMACre^ERT2^/N1ICD mutant mammary organoids treated with DMSO, Aphidicolin or U0126 for 6 days and after 4-OHT induction. At least five organoids were counted per condition. (**D**) Representative images showing immunofluorescence for nGFP (N1ICD in green), luminal K8 (purple), and basal α-SMA (white) expression in SMACre^ERT2^/N1ICD mutant mammary organoids treated with Aphidicolin for 6 days and grown for another 4 days upon Aphidicolin washout or treated with Aphidicolin for 10 consecutive days. Nuclei are stained with DAPI in blue. The scale bar represents 50 µm in (**A**, **C**, **D**) and 10 µm for the magnified insets (in **A**, **C**). Empty arrowheads indicate cells that have not undergone cell fate switch at the time of the analysis, white arrowheads indicate nGFP^pos^ luminal cells (in **D**). (**E**) Quantification of the proportion of nGFP^pos^ BC (in red) or LC (in blue) mutant cells within each organoid after 10 days of DMSO or aphidicolin treatment or after Aphidicolin washout for 4 days. Data were displayed as mean ± SEM. This graph represents three independent experiments and a minimum of five organoids.

Our in vivo data, corroborated by the single cell transcriptional analysis at different timepoints after Notch activation, demonstrated that the lineage transition is asynchronous, with some cells switching to a luminal fate more rapidly than others, indicating a heterogeneous competence of different BCs to respond to Notch activation. Given that resting adult mammary cells take longer to switch than proliferating pubertal cells and that organoid cells switch even more rapidly, we then investigated the involvement of proliferation in dictating the differential readiness of BCs to transition towards a luminal fate. Validating our hypothesis, pharmacological block of proliferation in organoids, confirmed by EdU staining (Fig. EV5G,H), by supplementing the culture medium with either Aphidicolin, an inhibitor of DNA polymerase, or U0126, a MAPK inhibitor, led to a significant impairment of the cell fate switch (Fig. 4B,C), contrary to DMSO-treated control organoids, where the lineage transition was generally completed within 6 days. When we quantified EdU incorporation 3 days after OHT administration, we found that a higher proportion of mutant BCs was proliferative, compared to WT BCs (Fig. EV5I), indicating that Notch activation promotes proliferation, obligatory for the lineage conversion. Remarkably, proliferation was also essential for the cell fate switch of SG, LG, and prostate cells (Figs. 4B and EV6A–C). To confirm that the observed block of cell fate switch was indeed directly associated with proliferation arrest, we then removed Aphidicolin after 6 days of treatment. Four days after washout, we found that 53% of the nGFP^pos^ cells re-entered the fate transition program and became luminal within 6 days (Fig. 4D,E). It is noteworthy that the heterogeneous behavior of mutant nGFP^pos^ cells could be observed even within the same organoid, with some mutant cells readily switching to luminal fate upon aphidicolin washout (white arrowheads in Fig. 4D) and others more refractory to enter the lineage transition (empty arrowheads in Fig. 4D). These experiments demonstrate that the arrest in cell fate switch can be reversed (Fig. 4E), and they corroborate our findings implicating proliferation as an obligatory step for lineage conversion.

**Figure EV6:**
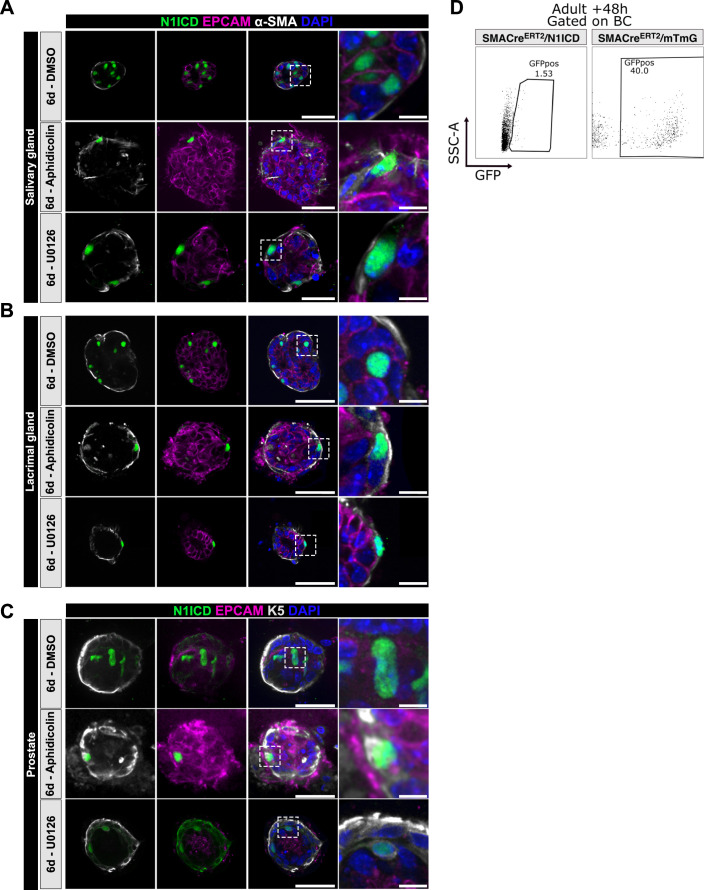
Proliferation is an obligatory step for lineage transition in salivary, lacrimal, and prostate organoids. Related to Fig. 4. (**A**–**C**) Representative images showing immunofluorescence for nGFP (N1ICD in green), the luminal marker Epcam (purple) and the basal gene α-SMA (white) in SMACre^ERT2^/N1ICD salivary (**A**) and lacrimal (**B**) gland organoids, or the basal gene K5 (white) in K5Cre^ERT2^/N1ICD prostate (**C**) organoids treated with DMSO, Aphidicolin or U0126 for 6 days. Nuclei are stained with DAPI in blue. The scale bar represents 50 µm in (A–C) and 10 µm in the magnified insets. (**D**) Quantification of the proportion of basal GFP^pos^ cells after 48 h of induction in SMACre^ERT2^/N1ICD and SMACre^ERT2^/mTmG adult mice, showing the difference in recombination efficiency with the two Cre drivers.

We then assessed the temporal dynamics of the fate transition in organoids, and for this, we used SMACre^ERT2^/mTmG/N1ICD compound mice, allowing us to track mutant cells by following the fluorescence of membrane-tagged GFP (mGFP from the mTmG allele) in real-time. In fact, the nGFP co-expressed with the N1ICD allele is not detectable by live microscopy, as it requires immunostaining with anti-GFP antibodies. In this experimental setting, we could identify and track by time-lapse microscopy mGFP^pos^ cells, initially localized in the basal compartment, that entered cell cycle while moving to a luminal internal position (Fig. 5A). Some mGFP^pos^ cells instead remained in the basal compartment even after mitosis (Fig. 5B, arrowheads), most likely representing WT BCs that had only floxed the mTmG reporter but not the more refractory N1ICD allele. To provide evidence that the N1ICD allele is recombined at a much lower frequency than the mTmG allele, we induced recombination for 48 h and quantified the percentage of GFP^pos^ BCs in SMACre^ERT2^/N1ICD and SMACre^ERT2^/mTmG mice. These experiments indicated that the percentage of nGFP-labeled cells was around 1–2%, whereas mGFP-positive cells represented about 40% of BCs (Fig. EV6D).

**Figure 5:**
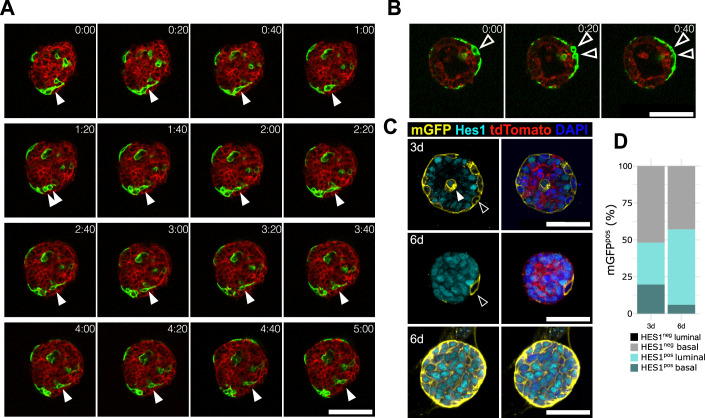
Dynamic behavior of lineage transitioning cells by time-lapse analysis. (**A**, **B**) Sequential time-lapse images of SMACre^ERT2^/mTmG/N1ICD organoids showing recombined GFP^pos^ (green) cell rearrangements over 5 h. Red: non-recombined tdTomato^pos^ cells. White arrowheads in (**A**) pinpoint a mutant BC that first divides (between 1 h 20 min and 1 h 40 min time frames), and then one of the two daughter cells moves to a luminal position after mitosis. The empty arrowheads in (**B**) depict the mitosis of a WT basal cell whose daughters stay in the basal outer cell layer after division. Scale bar represents 25 µm. (**C**) Representative images showing immunofluorescence for mGFP (indicating recombined cells in yellow), Hes1 (marking nuclei and reflecting Notch activation in turquoise), and tdTomato expression in red in organoids grown for 3 days. Nuclei are stained with DAPI in blue. White arrowhead indicates mutant cells (Hes1 positive) and empty arrowhead indicate WT cells (Hes1 negative). Scale bar 50 µm. (**D**) Quantification by immunofluorescence of the proportion of mGFP^pos^ basal or luminal cells classified based on their expression of HES1 and analyzed 3 or 6 days after 4-OHT induction. For the organoids composed exclusively of Hes1^pos^ cells, we classified all cells as luminal, based on the analysis performed in Fig. 4A.

Given the observed lack of complete overlap between mGFP^pos^ cells (from the mTmG allele) and nGFP^pos^ cells (N1ICD-expressing), we quantified the proportion of mGFP^pos^ cells that also expressed the Notch1 direct target Hes1 in mammary organoids. While we found that around 50% of the mGFP^pos^ cells remained in a basal position even after 6 days of induction, these cells invariably lacked Hes1 expression (Fig. 5C). Importantly, we could not detect any mGFP^pos^/Hes1^neg^ luminal cells, demonstrating that these BCs were indeed WT, hence retained unipotency and did not generate mGFP^pos^ luminal daughters (Fig. 5C,D). The time-course analysis at 3 and 6 days after induction clearly illustrates that the proportion of mGFP^pos^/Hes1^pos^ luminal cells increases, representing lineage-switching mutant cells, concomitantly with the decrease in the percentage of mGFP^pos^/Hes1^pos^ basal cells.

In conclusion, we demonstrated that the lineage switch induced by Notch1 is achieved through a progressive change in cell identity, whereby mutant cells transit through an intermediate metastable state, that requires their capacity to enter mitosis.

## Discussion

We report here that Notch signaling is a gatekeeper of luminal cell fate and that its critical role of dictating binary cell fate choices is conserved in several tissues, as demonstrated by the fact that ectopic Notch1 activation in committed adult BCs reprograms them toward a luminal identity in four different glandular epithelia. Importantly, we observed both in vivo and in organoids that BCs ectopically induced to activate Notch signaling rapidly move towards the ductal lumen, while acquiring luminal characteristics, indicating that intrinsic signals dictate cell fate, leading to positional changes and cell rearrangements within bi-layered branched epithelia. Future studies will be required to probe if Notch activity directly influences cell position and movements or if other factors act on cell dynamics and contribute to establishing the definitive commitment toward a luminal cell fate.

We demonstrate here that the transition from basal to luminal state is achieved through a progressive transcriptional switch triggered by the initial downregulation of basal genes, followed by the upregulation of luminal differentiation programs. These two cellular states are not exclusive, as demonstrated by the presence of hybrid cells co-expressing luminal and basal markers (K14^pos^/K8^pos^ cells). While the presence of hybrid cells has been reported in several contexts, and is believed to reflect the remarkable cellular plasticity of mammary BCs, it was not known that proliferation is a mandatory step to induce this intermediate metastable cell state and to accomplish the lineage switch to LCs. These findings indicate that adult mammary BCs, when forced to activate Notch signaling and change fate, do not undergo transdifferentiation, but rather that they are reprogrammed to a plastic state that, despite their initial unipotency, enables them to give rise to LCs, thus alters their differentiation potential independently of their position within the tissue. Mutant BCs appear to transition through a transient intermediate phase of co-expression of basal and luminal markers before attaining a luminal identity and eventually giving rise exclusively to fully ‘reprogrammed’ LCs. We show that BCs initially reduce the expression of basal genes, and then they enter a state of active proliferation, which results in the generation of luminal daughter cells. This behavior reflects their extensive plasticity and does not necessarily require Notch activity, since WT BCs induced to reactivate bipotency by LCs genetic ablation also require proliferation to give rise to new luminal daughters, as shown by the fact that decreasing proliferation using a CDK1 inhibitor or by p21 overexpression in mammary organoids impaired BCs multipotency (Centonze et al, 2020). The hybrid cell state, characterized by the co-expression of basal and luminal genes within the same cell, is also often found in breast cancer, and it has been associated to a multipotent state (Van Keymeulen et al, 2015; Koren et al, 2015). However, the continuous expression of active Notch1 in our model prevents the maintenance of multipotent stem cells since it forces cell differentiation toward a luminal fate, and eventually, all mutant cells become HR^neg^ luminal cells.

Differentiation and proliferation are usually two cellular anti-correlated processes. However, the ectopic activation of Notch1 in differentiated BCs could induce the expression of cytokine-related cell cycle genes, like *Cdk1* (Ronchini and Capobianco, 2001), and at the same time, activate transcription factors related to luminal differentiation, as exemplified by the observed early activation of *Jun* or *Foxi1*, or recruit chromatin modifiers that could potentially tilt the balance of activation/repression on bivalent lineage promoters.

We report here that ectopic Notch activation results in the reprogramming of BCs into HR^neg^ LCs. Given that in vivo Notch activation in BCs is mosaic, we do not observe an overt phenotype at the tissue level, since WT BCs that escaped tamoxifen induction can compensate for the mutant BCs that are lost to give rise to LCs. However, in organoids, we could document the clonal expansion of mutant N1ICD-expressing LCs, that appear to gain a competitive advantage and occasionally can form organoids composed exclusively of mutant nGFP^pos^ luminal cells (Fig. 4A, lower row). Even if these mutant cells cluster close to WT LCs by UMAP analysis (Fig. 2A), it is well established that Notch gain-of-function mice can form mammary tumors (Bouras et al, 2008; Callahan and Smith, 2000; Diévart et al, 1999). Indeed, deregulated Notch activation has been shown to induce mammary carcinomas (Diévart et al, 1999) and to affect human mammary cell transformation (Stylianou et al, 2006), stem cell maintenance (Harrison et al, 2010) and be associated with poor outcome in breast cancer patients (Reedijk et al, 2005). Moreover, we found that constitutive Notch1 activation both when targeted to all mammary cells (with MMTV-Cre) and when restricted to HR^neg^ (with N1Cre^ERT2^ mice) results in pregnancy-dependent mammary hyperplasia (our unpublished observations). Of interest, our analyses suggest that the luminal HR^neg^ cells generated by ectopic Notch1 activation in BCs (with both SMACre^ERT2^ and K5Cre^ERT2^) are also susceptible to transformation, and they promote the growth of hyperplastic lesions upon successive rounds of lactation and involution (Fig. EV2G,H). These results carry important implications in breast cancer, revealing that Notch signaling is not only required for specifying luminal progenitor cells in the normal mammary gland, but that sustained and/or aberrant Notch activation in differentiated and lineage-committed cells has the potential to promote the appearance of mammary tumors, given its paramount role in the control of the delicate equilibrium between differentiation and proliferation required for tissue homeostasis. These observations reinforce the concept that the mechanistic processes through which stem cells commit to a particular differentiation path mirror those hijacked by oncogenes to trigger cellular transformation across various tissues (Blanpain and Fuchs, 2014). Therefore, unraveling these mechanisms is crucial for a better understanding of the genesis of cancer.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Antibodies**		
Rat anti-Keratin 8	Developmental Studies Hybridoma Bank, University of Iowa	Cat# TROMA-I, RRID: AB_531826
Chicken anti-Keratin 5	Biolegend	Cat # 905901, RRID:AB_2565054
Chicken anti-Keratin 14	Biolegend	Cat # 906004, RRID:AB_2616962
Alexa Fluor(R) 647 anti-mouse CD326 (EpCAM)	Biolegend	Cat # 118211, RRID:AB_1134104
Anti-αSMA coupled with FITC	clone 1A4, F3777, Sigma-Aldrich	Cat # F3777, RRID:AB_3099704
Rabbit Anti-GFP	Institut Curie antibody platform	
Cy5-conjugated anti-rat IgG	Invitrogen	A102525
Cy3-conjugated anti-rabbit IgG	Invitrogen	A10520
AlexaFluor 488 anti-chicken IgG	Invitrogen	A11039
Alexa Fluor 488-conjugated anti-rabbit IgG	Invitrogen	A21206
PE anti-mouse Epcam	Biolegend	Cat# 118206, RRID:AB_1134176
APC/Cy7 anti-mouse CD49f	Biolegend	Cat# 313628; RRID:AB_2616784
APC anti-mouse CD31	Biolegend	Cat# 102510; RRID:AB_312905
APC anti-mouse Ter119	Biolegend	Cat# 116212; RRID:AB_313713
APC anti-mouse CD45	Biolegend	Cat# 103112, RRID:AB_312977
**Chemicals, enzymes, and other reagents**		
Triton X-100	Euromedex	2000-C
Paraformaldehyde	Electron Microscopy Sciences	15710
Sucrose	Sigma	S0389
DMEM/F-12	Gibco-Thermo Fisher Scientific	21331020
ITS		
Collagenase A	Roche	10103586001
Hyaluronidase	Sigma-Aldrich	H3884
DNAse I	Sigma-Aldrich	D4527
Aqua-Polymount	Polysciences	18606
ProLong Diamond Antifade Mountant	Invitrogen-Thermo Fisher Scientific	P36930
DMSO	Sigma-Aldrich	D2438
Penicillin–streptomycin	Sigma-Aldrich	P4333
Tissue-Tek O.C.T.	Sakura	4583
SUPERase-In RNase Inhibitor	Sigma-Aldrich	AM2694
Corning® Matrigel® Matrix	Corning	254234
4-Hydroxytamoxifen	Sigma-Aldrich	Cat #H6278
Tamoxifen	MP Biomedicals	Cat #156738
U0126	Sigma-Aldrich	Cat #662005
Aphidicolin	Sigma-Aldrich	Cat #178273
**Software**		
ImageJ	https://imagej.nih.gov/ij/index.html	
Rstudio		
FlowJo		

### Methods and protocols

#### Mice

SMACre^ERT2^ (Wendling et al, 2009) and K5Cre^ERT2^ (Indra et al, 1999) were crossed with a conditional gain-of-function Notch1 mutant mouse (Rosa-N1ICD-IRES-nGFP) (Murtaugh et al, 2003) or with the double fluorescent reporter Rosa26^mT/mG^ (Muzumdar et al, 2007). Reporter expression was induced by intraperitoneal injection of tamoxifen (1 mg/10 g of weight) at postnatal day P21 for the analysis of mammary, salivary and lacrimal glands. For prostate analysis, adult males were induced with tamoxifen at 8 months of age and analyzed 7 weeks later. To assess tumor development, SMACre^ERT2^/N1ICD females were induced at P21 and tumor were dissected after 1 or 2 rounds of pregnancy, lactation, and 10–15 days of involution.

#### Ethics statement

All studies and procedures involving animals were in agreement with the recommendations of the European Community (2010/63/UE) for the protection of vertebrate animals used for experimental and other scientific purposes. Approval was provided by the ethics committee of the French Ministry of Research (reference APAFIS #34364-202112151422480). We comply with internationally established principles of replacement, reduction, and refinement in accordance with the Guide for the Care and Use of Laboratory Animals (NRC 2011). Husbandry, supply of animals, as well as maintenance and care in the Animal Facility of Institut Curie (facility license #C75–05–18) before and during experiments fully satisfied the animal’s needs and welfare. All mice were housed and bred in a specific-pathogen-free (SPF) barrier facility with a 12:12 h light-dark cycle and food and water available *ad libitum*. Mice were sacrificed by cervical dislocation.

#### Mammary gland dissociation and cell sorting

Mammary glands were harvested and digested with collagenase (Roche, 57981821, 3 mg/ml) and hyaluronidase (Sigma, H3884, 200 U/ml) for 90 min at 37 °C under agitation. Following washes, cells were dissociated with Trypsin for 1 min, dispase for 5 min (200 U/ml), and DNAseI (D4527, Sigma-Aldrich, 200 U/ml) and then filtered through a 40 µm cell strainer to obtain a single cell preparation. Cells were incubated for 30 min with the following antibodies diluted at 1:100: APC anti-mouse CD45 (Biolegend), APC anti-mouse Ter119 (Biolegend), APC anti-mouse CD31 (Biolegend), PE anti-mouse Epcam (Biolegend), APC-Cy7 anti-mouse CD49f (Biolegend). Single-cell preparation was resuspended in flow buffer containing PBS, EDTA 5 mM, BSA 1%, FBS 1%, and DAPI. Dead cells (DAPI^pos^) and Lin^pos^ non-epithelial cells were excluded before analysis using the FACS ARIA flow cytometer (BD). The results were analyzed using FlowJo software. Single sorted cells were deposited in 96-well plates containing SUPERase-In RNase Inhibitor (20U/µl, Sigma, AM2694), 10% Triton X-10, and DEPC-treated H_2_0 to library preparation using Smart-Seq2 protocol.

#### Immunofluorescence on frozen sections

Mammary, salivary and lacrimal glands, and prostates were harvested and fixed at room temperature in PFA 4% for 1 h. Tissues were incubated for 3 days at 4 °C in sucrose 30% and embedded in optimal cutting temperature (OCT). Immunostainings were performed onto 10 µm sections. Antibodies used were rabbit anti-GFP (Institut Curie antibody platform, 1/300e), rat anti-K8 (TROMA-1, DSHB, 1/300e), chicken anti-K14 (906004, Biolegend, 1/500e), mouse anti-αSMA coupled with AF488 (clone 1A4, F3777, Sigma-Aldrich) and chicken anti-K5 (905901, BioLegend). Fluorochrome-conjugated secondary antibodies included Cy5-conjugated anti-rat IgG (A102525, Invitrogen), Cy3-conjugated anti-rabbit IgG (A10520, Invitrogen), AlexaFluor 488 anti-chicken IgG (A11039, Invitrogen), and Alexa Fluor 488-conjugated anti-rabbit IgG (A21206, Invitrogen).

#### Organoid culture

Primary organoids were derived from 2- to 3-month-old female mice. Salivary, mammary and lacrimal glands, and prostates were dissected, pooled, and chopped to ~1-mm^3^ pieces and subjected to enzymatic digestion with 2 mg/mL collagenase A and 2 mg/mL trypsin for 30 min at 37 °C under agitation. Then, pieces were exposed to five rounds of differential centrifugation at 500×*g* for 15 s in order to remove stromal cells. The organoids were resuspended in DMEM/F-12 supplemented with 1× insulin–transferrin–selenium, 100 U/mL of penicillin, and 100 μg/mL of streptomycin.

Organoids were resuspended in Matrigel® (Corning) and plated at a density of 200 organoids/30 µl of Matrigel in 24-well plates. Matrigel drops were covered in a culture medium and incubated at 37 °C with 5% CO2. N1CD expression was triggered by 4-OHT (200 nM) in the culture medium for 24 h. To block proliferation, U0126 (5 µM) or Aphidicolin (0.6 µM) were added to the culture medium for 6 to 10 days. The medium was replaced every two days.

#### Organoid staining

For immunostaining, organoids were fixed in 4% PFA for 10 min at room temperature, followed by 1 h of permeabilization (1% Triton in PBS) and 2 h incubation with blocking buffer (0.25% Triton/2% BSA/5% FBS/PBS). Primary antibodies were incubated overnight at 4 °C and secondary antibodies and DAPI for 5 h at room temperature. Antibodies used were rat anti-K8 (TROMA-1), rabbit anti-αSMA (NB600-531, Novus Biologicals), mouse anti-α-SMA coupled to FITC (clone 1A4, F3777, Sigma-Aldrich), rabbit anti-GFP (Institut Curie antibody platform), rabbit anti-Hes1 (11988, Cell Signaling), chicken anti-K5 (Biolegend, 905901) and secondary antibodies Cy3-conjugated anti-rabbit IgG (A102520, Invitrogen), Cy5-conjugated anti-rabbit IgG (A10523, Invitrogen), AlexaFluor 488 anti-chicken IgG (A11039, Invitrogen), and Cy5-conjugated anti-rat IgG (A10525, Invitrogen).

#### Microscopy and image acquisition

For image acquisition of stained sections, a laser scanning confocal microscope (LSM780 or LSM880, Carl Zeiss) was used, equipped with a 40x/1.3 oil DICII PL APO objective. For image acquisition of organoids, we used an inverted spinning disk wide confocal microscope (CSU-W1, Nikon) equipped with a 40x/1.15 CFI APO LWD water objective.

### Single cell RNA-seq analysis

#### Initial mapping, QC, and raw counts

Three batches of cells were processed and sequenced using Smart-seq2. FASTQ files were mapped to GRCm38 (mm10) using the STAR aligner (v2.7.7a) (Dobin et al, 2013). Downstream processing was performed using HTSeq (0.13.5) (Anders et al, 2015) to generate the raw gene count matrices.

Single cell gene counts and metadata were imported and analyzed in R (v4.3.0) using Seurat (4.3.0.1) (Butler et al, 2018; Satija et al, 2015; Stuart et al, 2019). Three batches of single cell RNA-Seq data were first processed individually, and then integrated. In batch 2, we filtered out cells from plate 5, since these cells were repeated from Batch1. ENSEMBL gene ids were converted to gene symbols using biomart (v2.56.1), using mouse genome annotation GRCm38, using the following settings: (biomart = ‘genes’, dataset = ‘mmusculus_gene_ensembl’, version = 102) (Durinck et al, 2009). Further analysis was carried out using the Seurat package.

First, features which were present in >2 cells, and cells having >200 features were selected for analysis. Next, filtering was performed to retain cells with <10%mitochondrial reads, >1400 features (genes), and an RNA count of >100,000. The dataset was normalized using Log normalization. Gene expression counts were scaled for all genes. Next, principal component analysis (PCA) was performed using the 2000 most highly variable genes. Clustering was performed using the first 30 principal components (PCs), using a resolution of 0.5. UMAP was created using the first 30 PCs, using a spread of 0.4.

Next, non-mammary-epithelial cell types were filtered. Stromal and salivary cells (cells with gene counts of Epcam <2, Dcpp1 >1, respectively), were filtered out. Data normalization, PCA, clustering and UMAP steps above were repeated after cell filtering.

Afterward, integration of all three batches was performed using Seurat. During integration, batch 1 was used as a reference, since it had a balanced representation of basal, intermediate, and luminal cell types (determined previously using FACS). After integration, the dataset was scaled, and PCA, clustering and UMAP steps were carried out once again on the integrated dataset, using a clustering resolution of 0.5 and UMAP spread of 0.4.

Selection of this cluster resolution was based on the stability of clusters (using tool clustree) (Zappia and Oshlack, 2018), gene expression patterns after clustering (using Seurat’s findMarkers), and FACS cell type labels. Four clusters were noted. The gene expression markers and FACS labels within clusters were examined. Cluster 1 was composed of basal and intermediate cells (labeled by FACS), hence this cluster was further split (clustering resolution 0.6), giving 2 subclusters: one having a more basal gene expression pattern, and another having a less basal, more intermediate gene expression. Based on the expression of known cell type markers and FACS labels, we labeled the five resulting clusters as BAS, INT1, INT2, HR^pos^, and HR^neg^. Markers for these clusters were determined using Seurat’s FindAllMarkers tool, using the settings only.pos=TRUE (selecting positive markers), min.pct = 0.40 (only test markers which are expressed in at least 40% of cells), and test.use = “roc”. Markers were ordered by log_2_ fold change, and the top seven markers for each cluster were plotted in a heatmap.

To estimate and visualize the expression of basal and luminal gene signatures in each cell, two approaches were used. In the first approach, Seurat’s AddModuleScore function was employed, using basal and luminal signatures from Kendrick et al (Kendrick et al, 2008). Additionally, Luminal ER positive and ER negative signatures were combined to generate a common luminal score.

As an alternative method to visualize gene expression changes during the basal/ luminal transition, we used an adjusted proportion score-based approach. For this, we first employed Seurat’s FindMarkers (test = “roc”) to find the top 50 gene markers (based on AUC score) expressed in our BAS and HR^neg^ clusters. Using these signatures, we followed a similar approach to the one reported in Wuidart et al (2018). Briefly, in each cell, we counted the number of BAS marker genes expressed above a threshold (specifically, the median expression of BAS genes), and then we divided this value by the total number of BAS markers, giving the proportion of BAS markers expressed. Since this proportion score is also affected by the total number of genes expressed in each cell, we corrected for this effect using a linear modeling approach, by means of the rlm function from the MASS package in R. This gave us the corrected, adjusted proportion BAS score. The same approach was then applied with the HR^neg^ luminal markers, generating the adjusted proportion HR^neg^ luminal score.

Seurat’s AddModuleScore function was also used to calculate cell cycle module scores, using genes from GO and KEGG (GO positive regulation of cell cycle: GO0045787, KEGG_CELL_CYCLE.v2023 from Msigdb). To evaluate G1 and G2/M scores, we used Seurat’s CellCycleScoring function. To study genes differentially expressed in the proliferative subgroup, we used Seurats’ CellSelector tool on the UMAP to manually define the group of cells showing a high cell cycle score, and used FindMarkers to find the genes most significantly enriched in this group.

#### Label transfer

Comparison of the Smart-N1ICD with other datasets was performed using label transfer in Seurat. This process allows the classification of cells in a query dataset, using another dataset as a reference. Corresponding cell type labels from the reference dataset are transferred to the query dataset, as a ‘predicted ID’. Original clusters (from the query dataset) and corresponding predicted IDs (from the reference dataset) were compared using alluvial plots, by ggplot (https://ggplot2.tidyverse.org), ggalluvial (v0.12.5) (http://corybrunson.github.io/ggalluvial/) (Brunson, 2020). Using this approach, we compared our dataset to datasets from Wuidart et al (Wuidart et al, 2018), Centonze et al (Centonze et al, 2020), Pal et al (Pal et al, 2021), and Bach et al (Bach et al, 2017). We used the same QC filtering criteria described in these publications, with the following changes, to aid comparison with the Smart-N1ICD dataset: the analysis was performed using Seurat, and log normalization was used. Data were scaled, PCA, clustering and UMAP steps were run, using the same settings as for our Smart-N1ICD dataset. For Wuidart et al, gene expression clusters were defined as BAS, HR^neg^, HR^pos^, and EMP. For Centonze et al, after clustering, the resulting cell subtypes were re-labeled as BAS, HR^neg^, HR^pos^, and hybrid. For Pal et al, clusters from the TEBs and Duct datasets were labeled as BAS, HR^pos^, and HR^neg^. For Bach et al, we used cluster labels as defined in their shared metadata file.

#### SCENIC analysis

To infer transcription factor (TF) activity, SCENIC analysis was performed using pySCENIC (0.12.1) (Aibar et al, 2017; Van de Sande et al, 2020), using default parameters. Smart-seq2 gene expression counts and metadata were imported to create Anndata files (Scanpy, v1.7.2), quality checks were performed, and cells were filtered using the same parameters as described for Seurat analysis, to exclude all low-quality cells. All three batches were then concatenated and converted to a loom format for analysis with the pySCENIC pipeline. First, genes correlating with TFs expression were inferred using the GRN step, resulting in TF modules. Next, the CTX step was used to prune genes from these modules, to retain only genes which contain the associated TF motif within cis-regulatory regions. These pruned modules represent the regulons of TFs and their associated downstream targets. Lastly, the activity of the regulons was estimated as an area under curve (AUC) in the AUCell step of the analysis. From the resulting loom file, a matrix of AUC values was extracted and then imported into an R environment for further analysis. The AUC matrix and the Smrt-NIC Seurat object were both filtered to contain the same set of cells. Next, cluster annotation labels (derived from the Seurat object) were used to perform Regulon specificity score (RSS) analysis on the SCENIC AUC matrix, to infer which regulons show the strongest cluster-specific activity. The activity of selected regulons was visualized with UMAP plots.

#### Trajectory analysis

Trajectory analysis was performed on the Smart-N1ICD Seurat object using slingshot (v2.8.0) (Street et al, 2018). Slingshot analysis was performed on the PCA structure, specifying the BAS cluster as the origin. Principal curves were plotted and two trajectories were observed.

Next, genes whose expression correlated with the trajectory #1 (from BAS to HR^neg^) pseudotime were inferred using tradeseq (v1.14.0) (Van den Berge et al, 2020), which uses a generalized additive model (GAM) to fit the variation of expression of each gene along pseudotime. The optimal number of knots was estimated for our dataset at 8. This analysis was performed on the 4000 most highly variable genes in the dataset. Next, an association test was performed to identify genes correlating with pseudotime, using settings lineages = TRUE and contrastType = “consecutive”. The genes were ordered based on the statistical significance of this correlation (Wald statistic). We visualized the top 40 genes significantly associated with trajectory #1, as well as the complete list of genes significantly associated with this trajectory (filtering out low expression genes—selecting genes having a count of at least 1 in at least 20 cells, giving 357 genes). To visualize these genes, their integrated expression values were extracted from the Seurat object, ordering cells along trajectory #1 pseudotime. Gene expression values in the resulting matrix were smoothed using a binning/rolling window process along pseudotime, using the rollapply function from the “zoo” package (1.8–12) (Zeileis and Grothendieck, 2005). Correspondingly, a similar bin smoothing was applied to cluster annotations, selecting the most common cluster annotation within each bin. The resulting matrix was plotted as a heatmap using the pheatmap package (v1.0.12) (https://cran.r-project.org/web/packages/pheatmap/index.html), along with cluster annotations, using settings cutree_rows = 3 (for the top 40 genes), and cutree_rows = 6 (for all trajectory associated genes). Clustering_method = “average” and package viridis (v0.6.3) (Garnier et al, 2024) were used for the heatmap color palette. For selected genes, integrated gene expression was plotted in single cells ordered along trajectory #2 in pseudotime. For GO analysis of genes varying along the trajectory, we used the compareCluster function from the clusterprofiler package (Yu et al, 2012).

#### Statistical tools

Analysis in R (4.3.0) was performed within RStudio (2023.06.0 + 421). Analysis in Python (SCENIC) was performed using Python (3.10.4) within a conda environment (4.7.12), using Jupyter notebook (6.4.10). ggplot-based plots were created with ggplot2 (v3.4.2).

#### Statistics and reproducibility

Animals were randomized and analyzed in a non-blinded manner. All graphs show mean ± SEM.

For each experiment, at least *n* = 3 biological replicates were analyzed. Graphs and statistical analyses were performed using GraphPad Prism (v 10.2.2).

## Supplementary information

Appendix

Peer Review File

Expanded View Figures

## Data Availability

Smart-Seq2 scRNA-sequencing data generated in this study is accessible on the Gene Expression Omnibus GEO repository (GSE268822). All source data containing the raw images have been submitted to BioImage Archive and have been assigned the BioImages accession number S-BIAD1634. Analysis codes are available upon request. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00424-1.

# Supplementary material for: Transcriptional landscapes underlying Notch-induced lineage conversion and plasticity of mammary basal cells
**Source:** EMBO J. 2025 Apr 4;44(10):2827–55. doi: 10.1038/s44318-025-00424-1
**Supplement:** Supplementary file 1 — Appendix

## Appendix

### **Table of content:**

|                                                                              |      |
|------------------------------------------------------------------------------|------|
| Appendix Table S1: Number of cells index - sorted per time and 96-well plate | p. 2 |
| Appendix Table S2: List of genes used for cell cycle score                   | p. 3 |
| Appendix Table S3: List of genes correlated with pseudotime analysis         | p. 4 |

**Appendix Table S1: Number of cells index-sorted per time and 96-well plate**

|                     | Chase | LC GFP+ | BC GFP+ | Inter GFP+ | LC GFP- | BC GFP- |
|---------------------|-------|---------|---------|------------|---------|---------|
| <b>SMACre/N1ICD</b> | 1w    | 6       | 73      | 11         | 6       |         |
| <b>SMACre/N1ICD</b> | 3w    | 34      | 12      | 44         | 6       |         |
| <b>SMACre/N1ICD</b> | 3w    | 30      | 34      | 26         | 6       |         |
| <b>SMACre/N1ICD</b> | 3w    | 0       | 0       | 60         | 6       | 6       |
| <b>K5Cre/N1ICD</b>  | 3w    | 6       | 6       | 66         | 6       | 6       |
| <b>K5Cre/N1ICD</b>  | 3w    | 6       | 6       | 66         | 6       | 6       |
| <b>SMACre/N1ICD</b> | 4w    | 22      | 17      | 51         | 6       |         |
| <b>SMACre/N1ICD</b> | 6w    | 84      |         |            | 12      |         |

**Appendix Table S2: List of genes used for the cell cycle score**

|         |        |          |           |        |           |         |        |
|---------|--------|----------|-----------|--------|-----------|---------|--------|
| Adam17  | Cdc14b | Dbf4     | Hyal1     | Med1   | Phb2      | Rock2   | Thoc1  |
| Adamts1 | Cdc16  | Ddr2     | Igf1      | Mepce  | Phip      | Rpl17   | Thoc5  |
| Akt1    | Cdc20  | Ddx3x    | Igf1r     | Met    | Piwi12    | Rptor   | Tmod3  |
| Anapc5  | Cdc23  | Ddx39b   | Igf2      | Msx1   | Pkn2      | Rrm1    | Tnf    |
| Anapc7  | Cdc25a | Dtl      | Incenp    | Msx2   | Pkp4      | Rrm2    | Tpr    |
| Anapc11 | Cdc25b | Dync1h1  | Ino80     | Mta3   | Plcb1     | Rrm2b   | Trp63  |
| Ankrd17 | Cdc25c | Dync1li1 | Insr      | Mtbp   | Plcg2     | Sass6   | Ube2b  |
| Anp32b  | Cdc42  | Dyrk3    | Kat2b     | Ncapd2 | Plk4      | Sfpq    | Ube2c  |
| Anxa1   | Cdc73  | E2f7     | Kat5      | Ncapd3 | Plrg1     | Sgo2a   | Ube2e2 |
| Apex1   | Cdca5  | E2f8     | Kcnn4     | Ncapg  | Poc1a     | Sh2b1   | Ubxn2b |
| App     | Cdca8  | Ect2     | Kif3b     | Ncapg2 | Poldip2   | Sin3a   | Usp19  |
| Atad5   | Cdk1   | Edn1     | Kif14     | Ncaph  | Ppp1r10   | Sirt2   | Vps4b  |
| Atrx    | Cdk4   | Egf      | Kif20b    | Ncaph2 | Ppp1r35   | Slf1    | Wiz    |
| Aurka   | Cenpe  | Egfr     | Kif23     | Ndc80  | Prdm9     | Slf2    | Wnk1   |
| Aurkb   | Cenpj  | Eif4g1   | Klhl18    | Npm1   | Prkce     | Smarcd3 | Wnt4   |
| Azin1   | Cenpv  | Eif4g3   | Kmt2e     | Npm2   | Rab11a    | Smc2    | Wnt5a  |
| Becn1   | Cep120 | Epgn     | Kn11      | Npr2   | Rab11fip4 | Smc4    | Xrcc3  |
| Birc5   | Cep295 | Ereg     | Larp7     | Nsfl1c | Racgap1   | Smc5    |        |
| Brd4    | Chek2  | Ezh2     | Lef1      | Nsmce2 | Rad18     | Smc6    |        |
| Btc     | Chmp3  | Fam83d   | Lmn1b     | Nudt16 | Rad21     | Smpd3   |        |
| Bub1    | Cit    | Fbxo5    | Lsm10     | Numa1  | Rad51ap1  | Sox15   |        |
| Camk2b  | Cpsf3  | Fen1     | Lsm11     | Nup62  | Rad51b    | Spag5   |        |
| Camk2d  | Crebbp | Fgfr1    | Macroh2a1 | Nusap1 | Rad51c    | Spast   |        |
| Ccn2    | Csf1r  | Gen1     | Mad1l1    | Orc1   | Ranbp1    | Sphk1   |        |
| Ccnb1   | Cspp1  | Gipc1    | Mad2l1    | Paf1   | Rb1       | Stil    |        |
| Ccnd1   | Cul3   | Gja1     | Mad2l1bp  | Pbx1   | Rcc2      | Stxbp4  |        |
| Ccnd2   | Cul4a  | Gli1     | Map3k20   | Pcid2  | Rdx       | Tbx2    |        |
| Cdc6    | Cul4b  | Gpsm2    | Map10     | Pdgfb  | Rgcc      | Tert    |        |
| Cdc7    | Cxcr5  | Hnrnpu   | Mapk15    | Pdgfrb | Rhno1     | Tgfa    |        |
| Cdc14a  | D1Pas1 | Hspa2    | Mdm2      | Pebp1  | Rhoa      | Tgfb1   |        |

**Appendix Table S3: List of genes correlated with pseudotime analysis**

# Supplementary material for: Transcriptional landscapes underlying Notch-induced lineage conversion and plasticity of mammary basal cells
**Source:** EMBO J. 2025 Apr 4;44(10):2827–55. doi: 10.1038/s44318-025-00424-1
**Supplement:** Supplementary file 3 — Expanded View Figures

## Expanded View Figures

### Figure EV1. Transcriptional signatures characterizing the different cell clusters identified by UMAP analysis.

Related to Fig. 2. (A) Representative images of SMACre<sup>ERT2</sup>/mTmG mammary gland (MG), lacrimal gland (LG), salivary gland (SG), and K5Cre<sup>ERT2</sup>/mTmG prostate sections induced at P21 and analyzed 6 weeks later by immunofluorescence for mGFP (yellow) and the basal marker  $\alpha$ -SMA (white), demonstrating that  $\alpha$ -SMA<sup>pos</sup> cells are exclusively BCs, indicating unipotency. Scale bars represent 50  $\mu$ m. (B) Gating strategy used for cell sorting experiments. Doublets, Lin<sup>pos</sup> and dead cells (DAPI<sup>pos</sup>) were excluded from further analysis. (C) FACS plots showing the gates defining luminal (EpCAM<sup>high</sup>/Cd49<sup>low</sup>), intermediate (EpCAM<sup>med</sup>/Cd49<sup>med</sup>), and basal (EpCAM<sup>low</sup>/Cd49<sup>high</sup>) sorted cells from SMACre<sup>ERT2</sup>/N1ICD mammary glands induced at P21 and chased for 1, 3, or 6 weeks, that were used for SMARTseqV2. The percentages of each population are indicated for one representative experiment. (D) UMAP plot showing the distribution of each sequenced cell in the different clusters based on the Cre mouse used to target them (K5Cre<sup>ERT2</sup> or SMACre<sup>ERT2</sup>). (E) UMAP plots show the expression of well-defined markers for basal (*Krt5*, *Krt14*), luminal (*Krt8*, *Krt19*), and HR<sup>pos</sup> (*Esr1*, *Pgr*) cells. (F) Violin plots representing basal and luminal scores, based on signatures from (Kendrick et al, 2008) for each cluster. (G) UMAP plot indicating the cell cycle phases for each sequenced cell. The boxed cells correspond to the proliferative population highlighted in Fig. 2E. (H) UMAP plots are color-coded according to the expression of the single-cell G2M and S score. (I) Heatmap showing the genes presenting a high expression in the proliferative group. (J) Proportion of cells in different cell cycle phases (G1, G2M, or S) in each cluster.

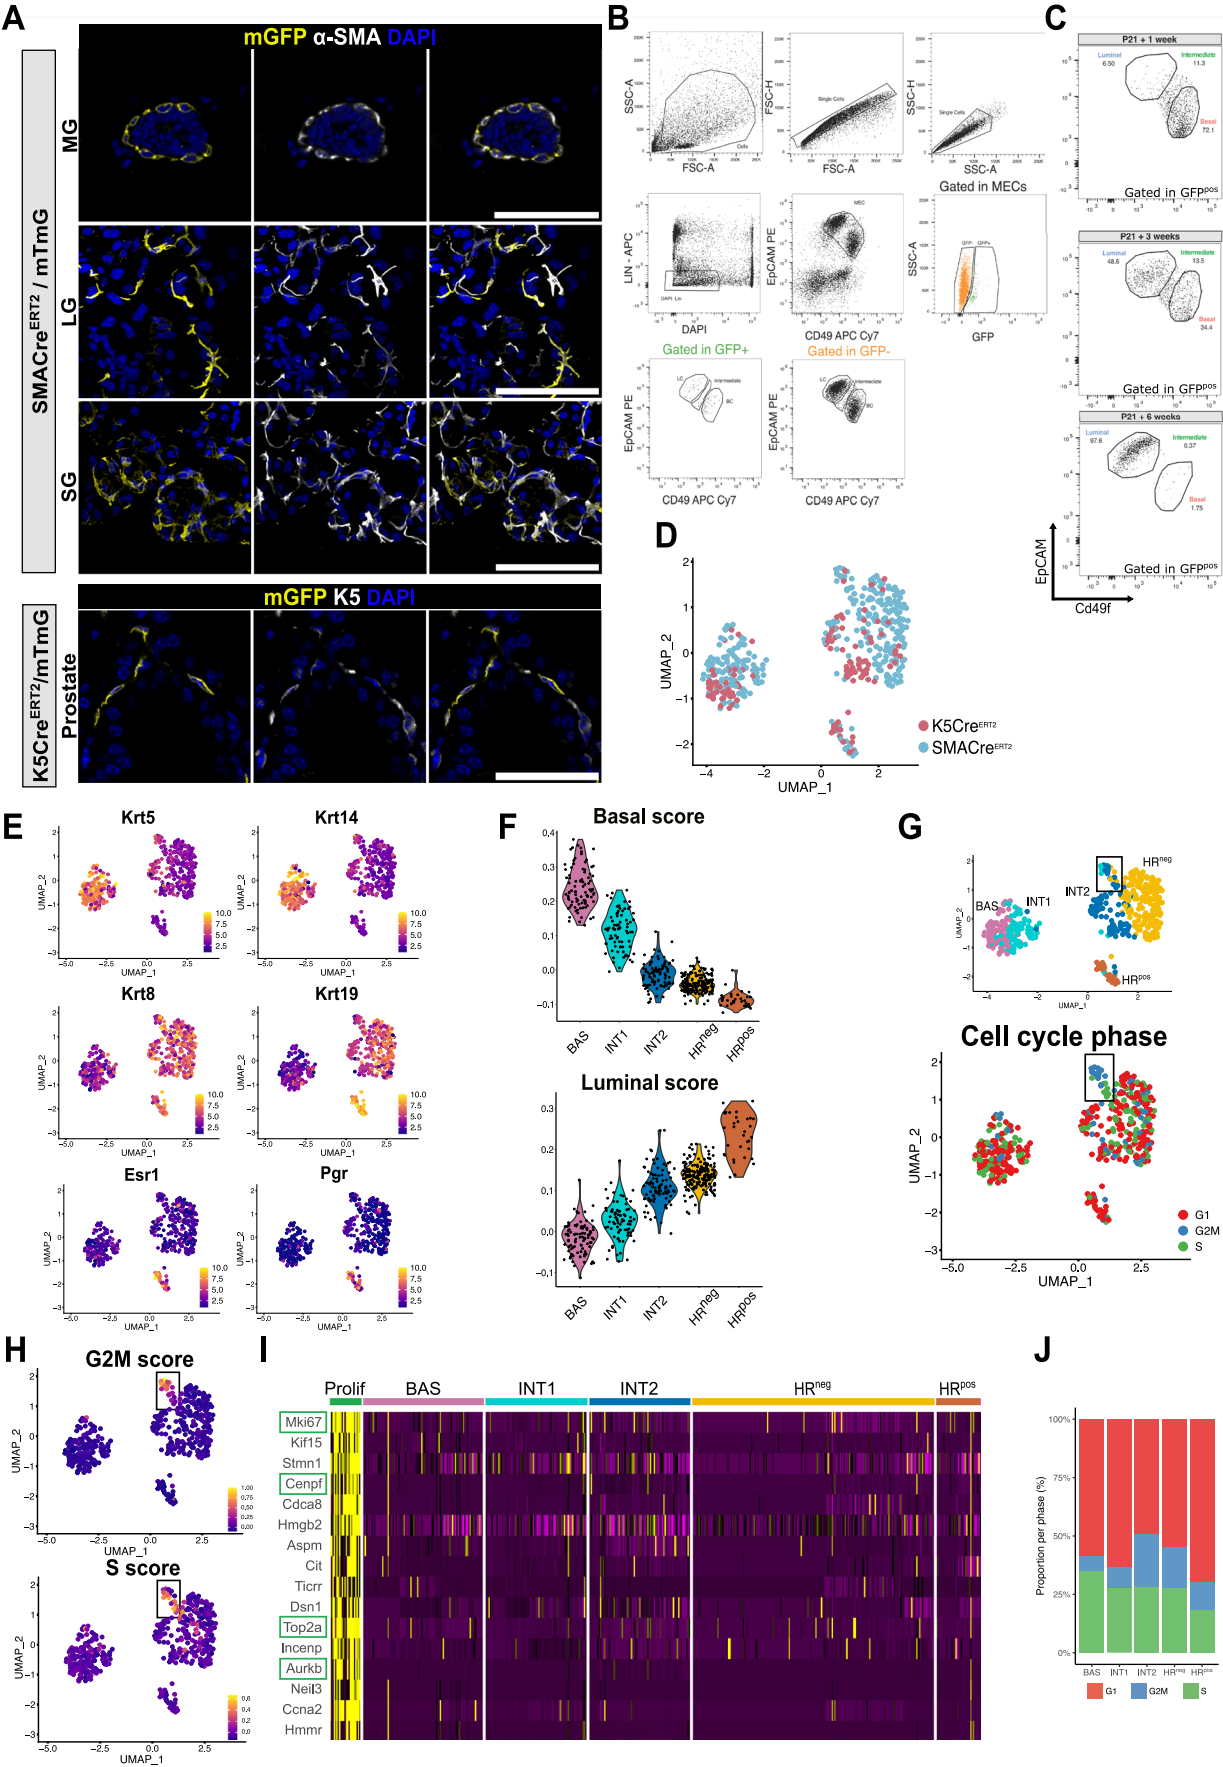

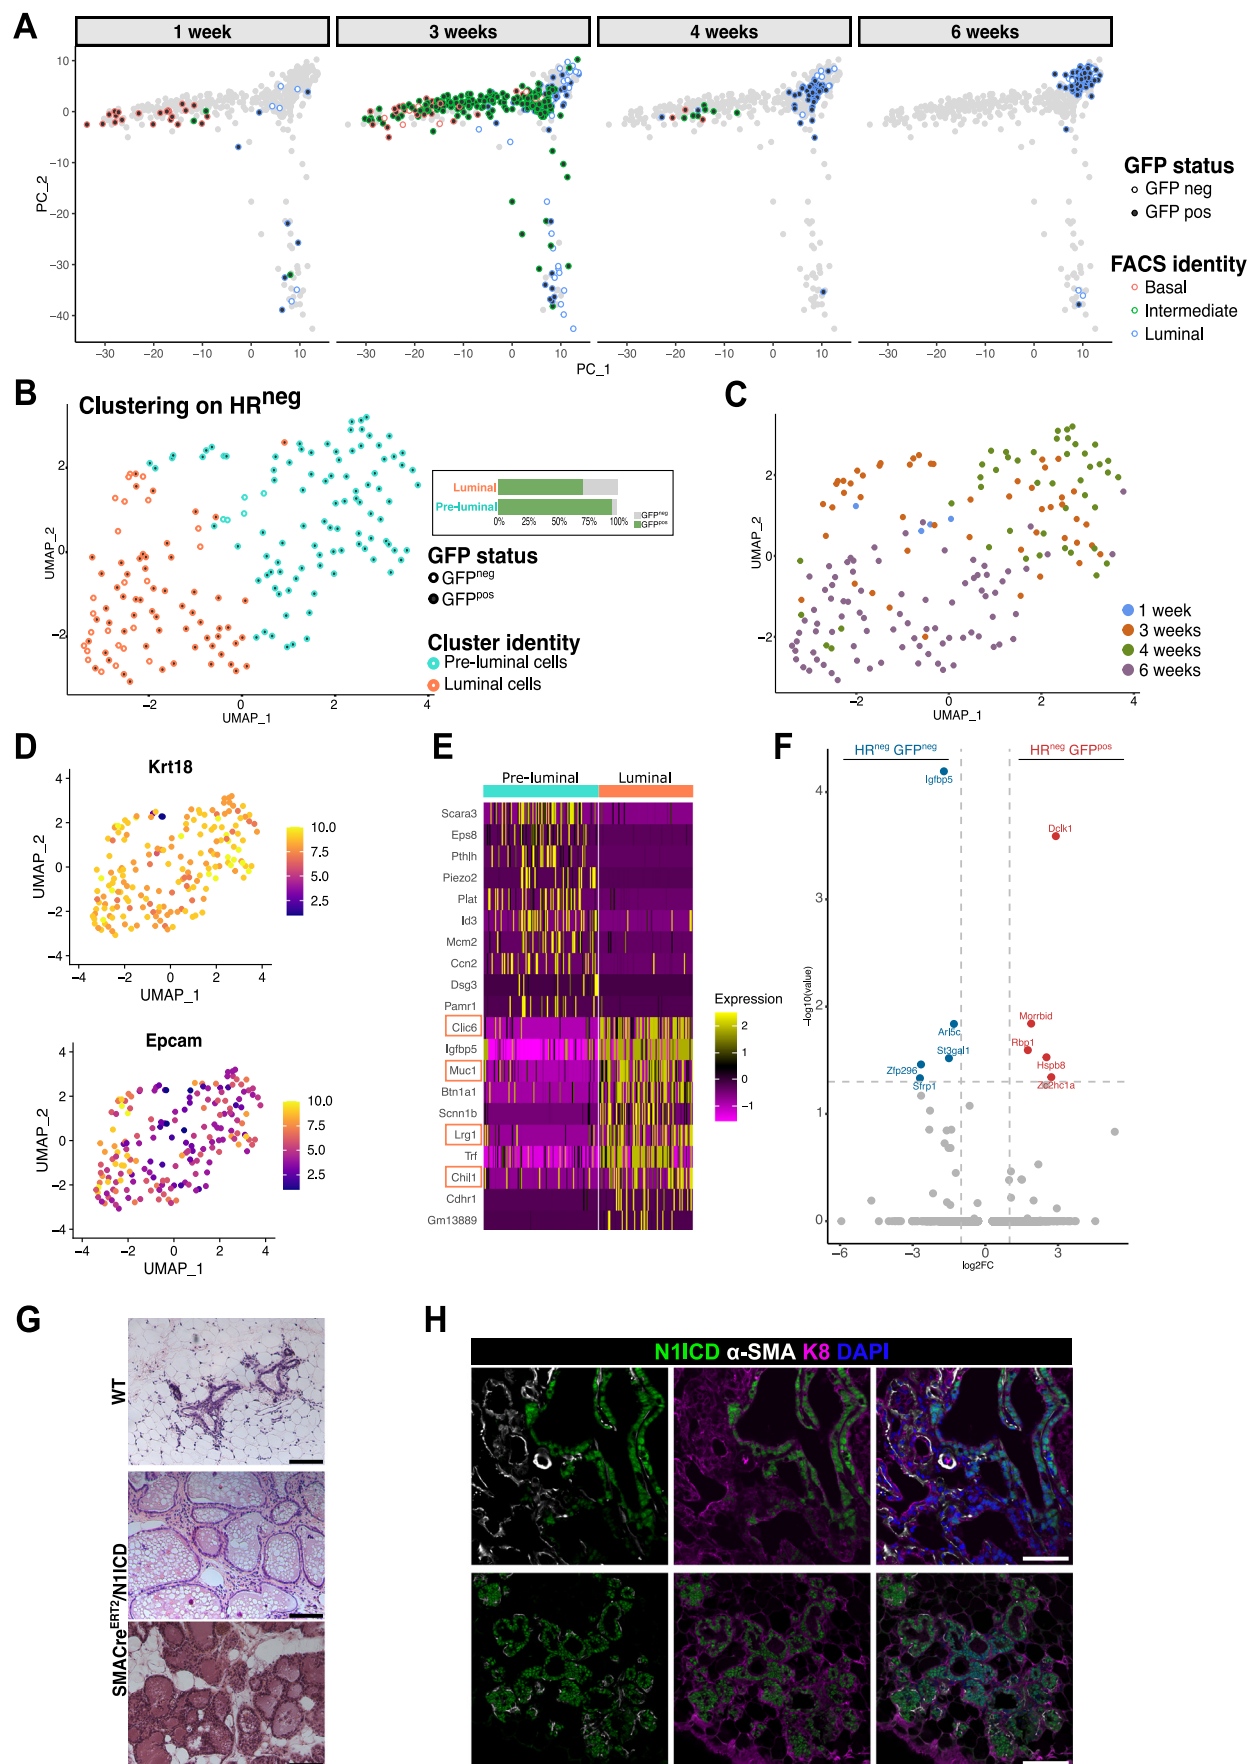

◀ **Figure EV2. Lineage trajectories of cell fate switch and associated transcriptional features.**

Related to Fig. 3. (A) PCA plots highlighting changes in cell transcriptional state along the basal-luminal differentiation trajectory, at different timepoints following N1ICD activation. Colored dots indicate the FACS gate information for each index-sorted cell, based on the cell surface markers EpCAM and Cd49f. (B) UMAP refined analysis of the HR<sup>neg</sup> cluster indicating GFP<sup>pos</sup> and GFP<sup>neg</sup> cells. The two new resulting subclusters appearing are indicated by different colors (turquoise and orange). The boxed graph represents the percentage of GFP<sup>pos</sup> (green) and GFP<sup>neg</sup> (gray) cells for each cluster, showing the predominance of GFP<sup>pos</sup> mutant cells in the pre-luminal cluster. (C) UMAP representation of the distribution of mutant nGFP<sup>pos</sup> cells belonging to the HR<sup>neg</sup> cluster color-coded based on the different timepoints after N1ICD induction, as indicated. (D) UMAP representations of the two luminal subclusters show the expression levels of two luminal-specific genes (*Krt18* and *Epcam*) for each cell. (E) Heatmap showing differentially expressed genes (DEGs) distinguishing the pre-luminal and luminal clusters. (F) Volcano Plot of DEGs between HR<sup>neg</sup> GFP<sup>pos</sup> (170 cells) (red dots) and HR<sup>neg</sup> GFP<sup>neg</sup> (34 cells) (blue dots) cells. (G) Hematoxylin and Eosin staining of WT (wild-type) mammary gland and mammary tumor sections following N1ICD activation. Wild-type mouse mammary glands were collected after one pregnancy, while tumors were harvested after three pregnancies, followed by 10 to 15 days of involution. (H) Immunofluorescence anti-GFP (corresponding to N1ICD),  $\alpha$ -SMA, and K8 on sections of mammary tumors developed upon N1ICD activation, three pregnancies, and 10 days of involution showing the clonal expansion of mutant nGFP<sup>pos</sup> cells. Nuclei are stained with DAPI. Scale bars represent 100  $\mu$ m in (G, H).

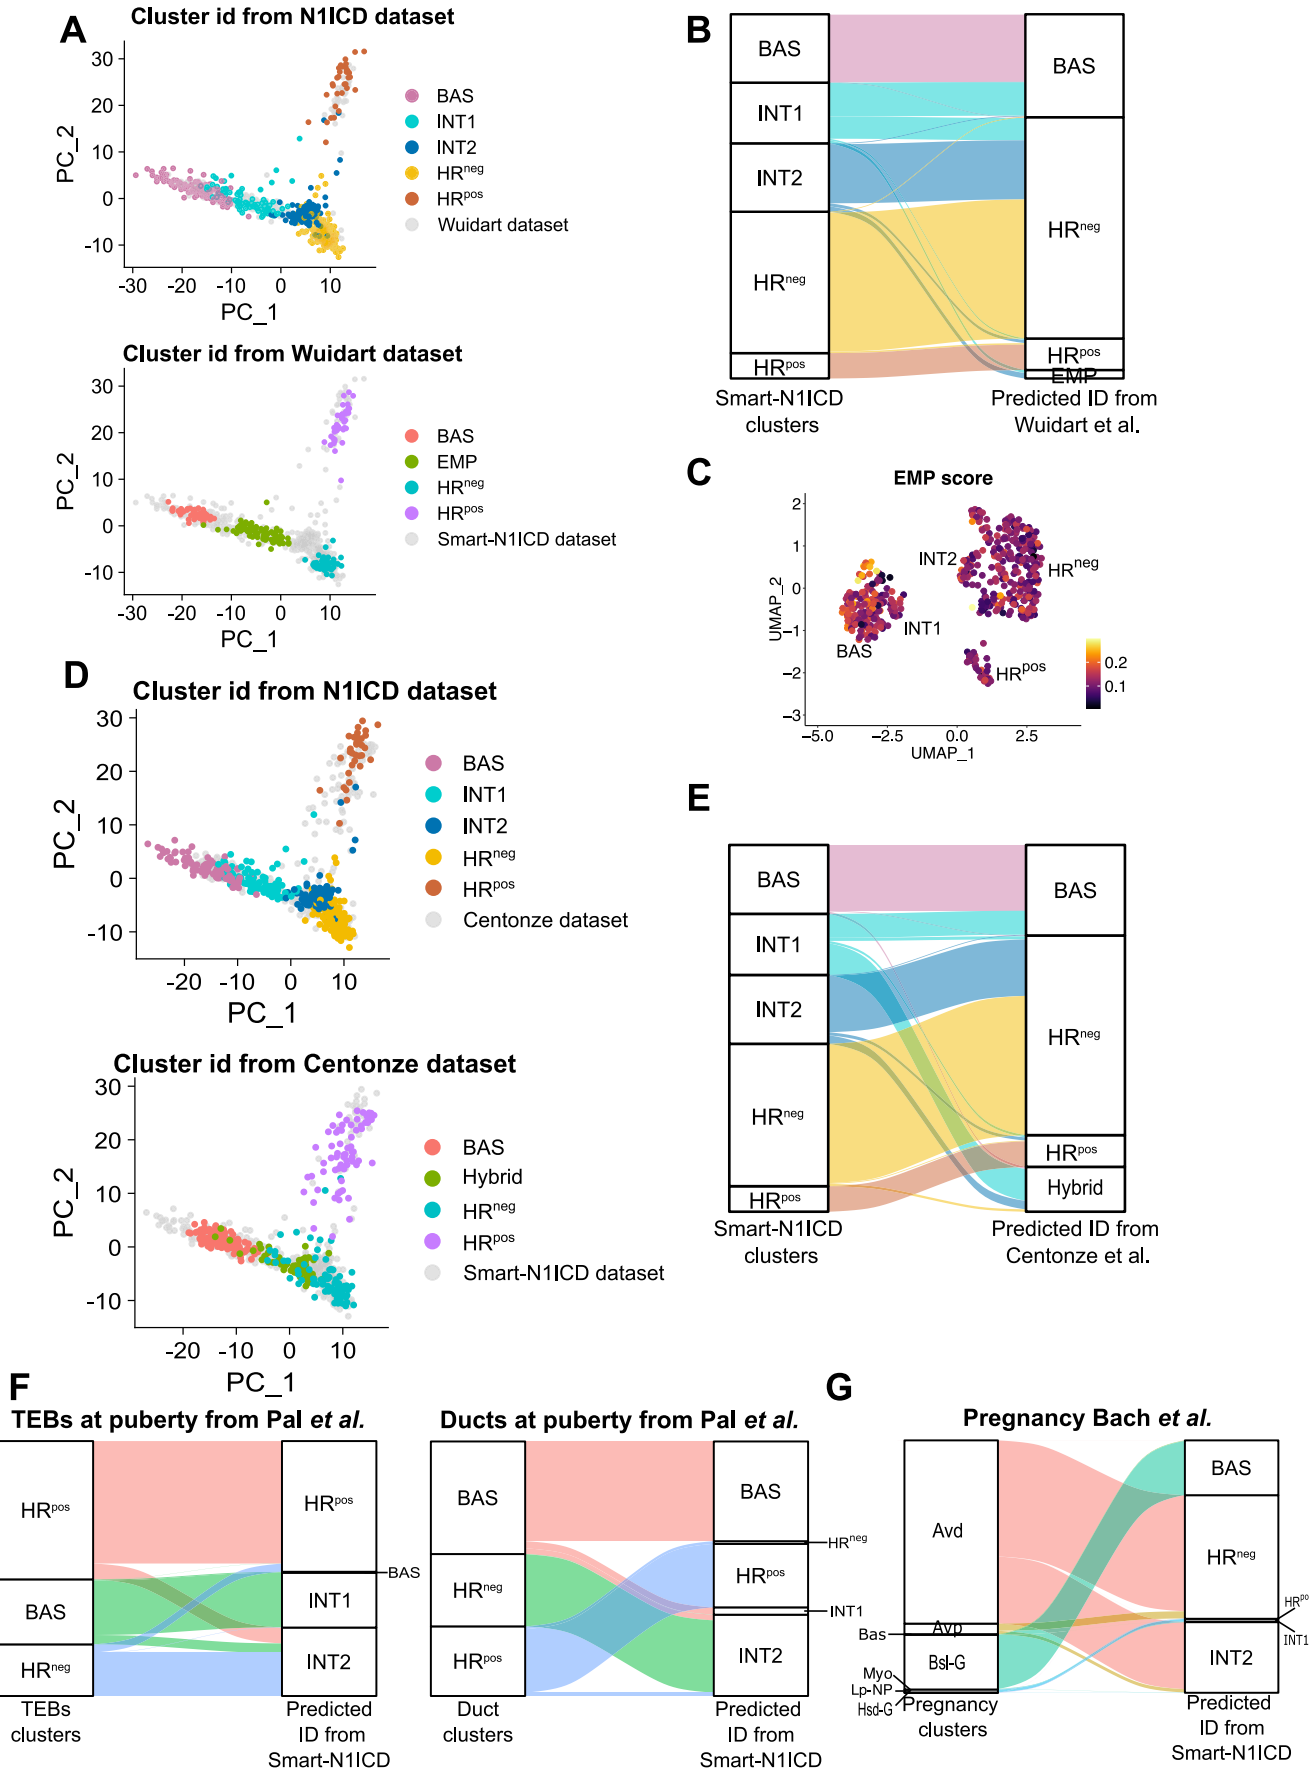

**◀ Figure EV3. Integration of SMART-N1ICD dataset with scRNAseq from embryonic and adult hybrid mammary cells.**

Related to Fig. 3. (A) PCA plots showing the integration of our data (SMART-N1ICD) and the dataset from Wuidart et al (Wuidart et al, 2018). (B) Alluvium plots showing label transfer of each cell cluster using the Wuidart dataset as reference. (C) UMAP plot representing enrichment for the EMP score derived from Wuidart et al, dataset. Purple represents the lowest EMP score and yellow the highest EMPs score. (D) PCA plots showing the integration of our data (SMART-N1ICD) and the dataset from Centonze et al, (Centonze et al, 2020). (E) Alluvium plots showing label transfer of each cell cluster using the Centonze dataset as reference. (F) Alluvium plots showing label transfer of each cell cluster in the Pal et al, dataset either from TEBs (left) or from pubertal ducts (right) using our dataset (Smart-N1ICD) as reference. (G) Alluvium plot showing label transfer of each cell cluster in the Bach et al., dataset performed at pregnancy using our dataset (Smart-N1ICD) as reference.

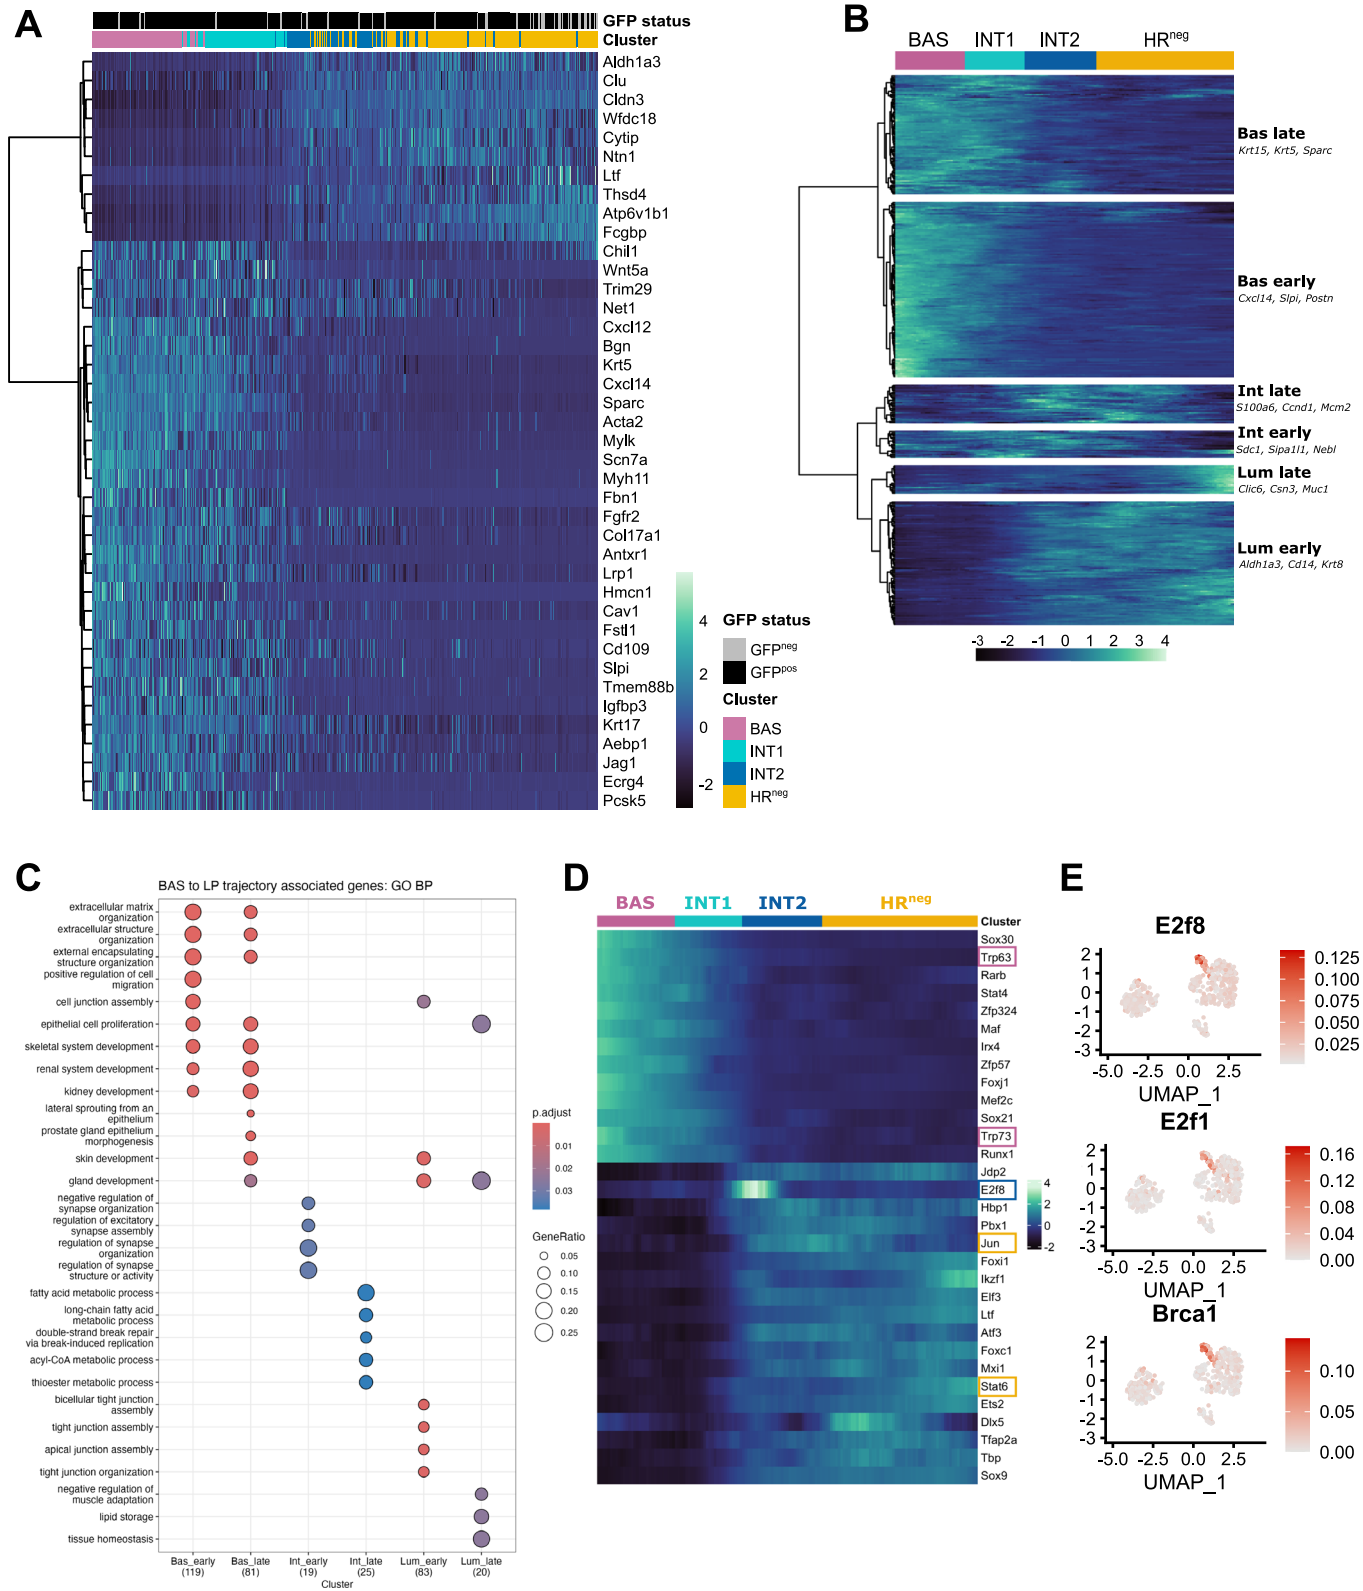

**Figure EV4. Pseudotime ordering identifies the transcriptional signatures associated with the progressive lineage transition from BCs to LCs.**

Related to Fig. 3. (A) Heatmap illustrating the top 40 genes exhibiting a differential pattern of expression along the pseudotime from basal to luminal (HR<sup>neg</sup>) identity. The clusters are color-coded, as in Fig. 2B. (B) Heatmap showing the dynamic expression profile of each gene towards the lineage switch trajectory, distinguishing six different patterns of expression along the process of basal to luminal transition. (C) GO terms associated with the genes defining the six groups in (B). *p* values were defined using one-sided Fisher's exact statistical test. (D) Heatmap showing the top transcriptional regulons specific to each cluster (based on RSS analysis), plotted along the pseudotime trajectory 1. Boxed genes are described in the text. (E) UMAP plots showing the expression of regulons specific to cluster INT2, based on Fig. 3E.

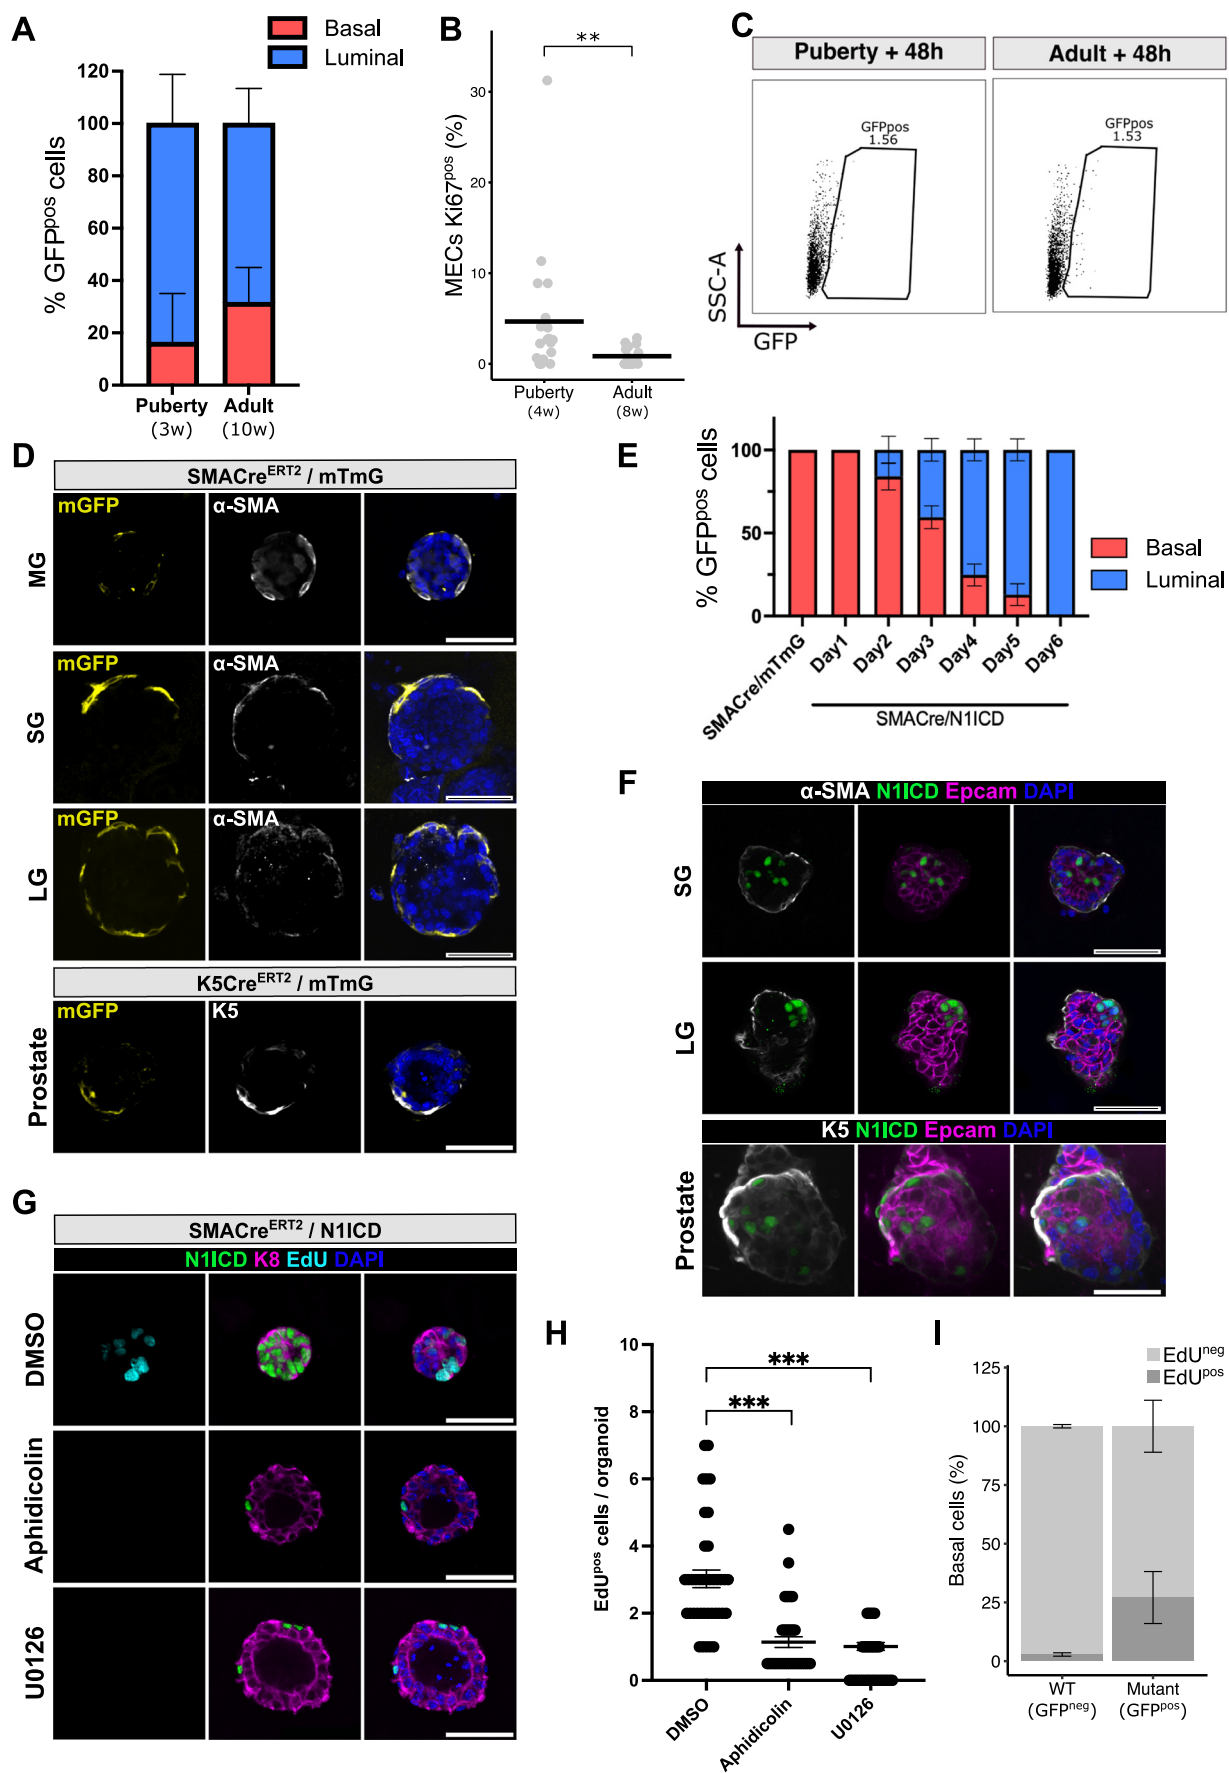

# **Figure EV5. Lineage switch and BCs unipotency are recapitulated in organoids.**

Related to Figs. 4, 5. (A) Quantification of the proportion of GFP<sup>pos</sup> cells in basal and luminal FACS gates after induction at pre-puberty (3w) or adulthood (10w), showing the incomplete cell fate switch after a 6-week chase in adult mice. Data were displayed as mean ± SEM, and represent at least three mice. (B) Percentage of Ki67-positive mammary epithelial cells (MECs) in pubertal (4w) or adult (8w) mice.  $n = 3$  mice with a total of 16 sections for pubertal mice and 19 sections for adult mice.  $p$  value = 0.009 defined by  $t$ -test. (C) FACS plots showing the percentage of mutant GFP<sup>pos</sup> cells after 48 h induction in pubertal or adult mice, demonstrating invariant recombination efficiency. (D) Representative immunofluorescence images showing mGFP,  $\alpha$ -SMA, and K8 expression, 6 days after 4-OHT induction of SMACre<sup>ERT2</sup>/mTmG control organoids. Scale bar 50  $\mu$ m. (E) Quantification of the proportion of mutant nGFP<sup>pos</sup> basal and luminal cells per organoid at the indicated times after induction in SMACre<sup>ERT2</sup>/N1ICD mice or 6 days after tamoxifen in SMACre<sup>ERT2</sup>/mTmG control animals. Error bars represent mean ± SEM. A minimum of 18 organoids were analyzed for each condition and included three independent experiments. (F) Representative images of SMACre<sup>ERT2</sup>/N1ICD (SG and LG) or K5Cre<sup>ERT2</sup>/N1ICD (prostate) organoids showing mutant cells (nGFP<sup>pos</sup>), featuring the expression of the luminal marker Epcam and the absence of basal markers ( $\alpha$ -SMA or K5, as indicated). Scale bar 50  $\mu$ m. (G) Representative images of EdU staining in SMACre<sup>ERT2</sup>/N1ICD organoids treated with DMSO, Aphidicolin, and U0126. Scale bar represents 50  $\mu$ m. (H) Quantification of EdU<sup>pos</sup> cells per organoids after 6 days in culture with DMSO, Aphidicolin, or U0126. \*\*\* indicates  $p$  value <0.0001 ( $p$  value = 2.04e-10 for DMSO/Aphidicolin and 2.04e-10 for DMSO/U0126, using Wilcoxon test). Data were displayed as mean ± SEM and represented three independent experiments with at least 40 organoids in total. (I) Quantification of the proportion of EdU positive or negative WT (GFP<sup>neg</sup>) or mutant (GFP<sup>pos</sup>) BCs in organoids 3 days after induction. Data were displayed as mean ± SEM and 19 organoids were analyzed from three independent experiments.

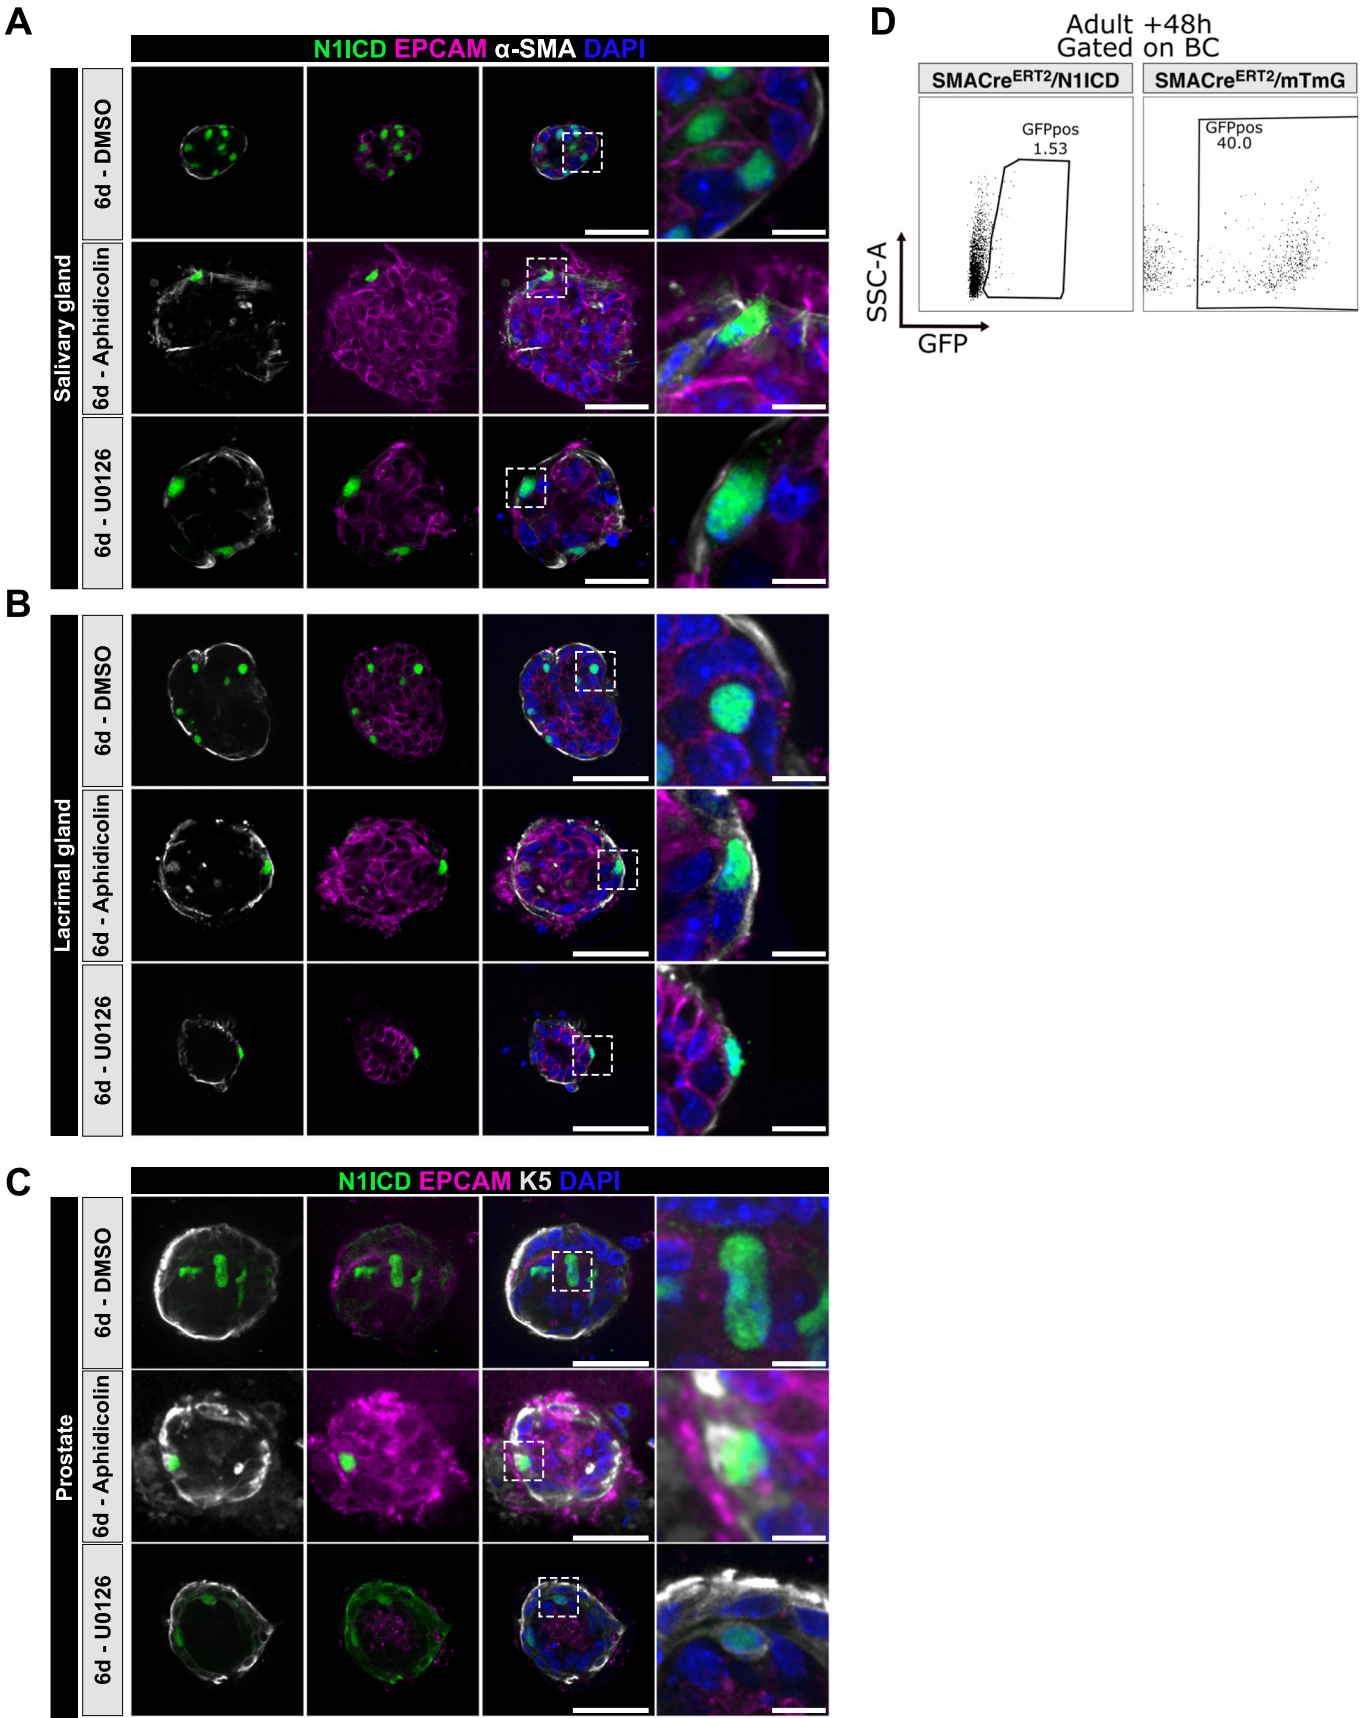

**◀ Figure EV6. Proliferation is an obligatory step for lineage transition in salivary, lacrimal, and prostate organoids.**

Related to Fig. 4. (A–C) Representative images showing immunofluorescence for nGFP (N1ICD in green), the luminal marker Epcam (purple) and the basal gene  $\alpha$ -SMA (white) in SMACre<sup>ERT2</sup>/N1ICD salivary (A) and lacrimal (B) gland organoids, or the basal gene K5 (white) in K5Cre<sup>ERT2</sup>/N1ICD prostate (C) organoids treated with DMSO, Aphidicolin or U0126 for 6 days. Nuclei are stained with DAPI in blue. The scale bar represents 50  $\mu$ m in (A–C) and 10  $\mu$ m in the magnified insets. (D) Quantification of the proportion of basal GFP<sup>pos</sup> cells after 48 h of induction in SMACre<sup>ERT2</sup>/N1ICD and SMACre<sup>ERT2</sup>/mTmG adult mice, showing the difference in recombination efficiency with the two Cre drivers.

How the deposited data were processed for this re-analysis (not part of the article)

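Single mammary epithelial cells of SMACre ERT2/N1ICD and K5Cre ERT2/N1ICD mice had been index-sorted by gate and GFP and sequenced with Smart-seq2. The deposited files hold read counts per gene for 840 cells in 3 sequencing batches. The authors made them with STAR and HTSeq, without normalization, and an annotation of plates, gates and chase times comes with them. Spike-in and HTSeq summary entries were set apart before counting. Spike-ins made up 8.31%, 6.58% and 0.214% of reads on genes and spike-ins in batches 1, 2 and 3. The files name genes by Ensembl identifiers, of which 37893 of 39154 matched a symbol in the annotation. The cells were sorted singly by index, and no caller for doublets was run.

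Cells of the repeat run of the 6-week plate were left out, which left 744 cells. A cell was kept with under 10% mitochondrial reads, over 1400 genes, over 100000 reads, at least 2 *Epcam* reads and at most 1 *Dcpp1* read. The methods state the *Epcam* and *Dcpp1* thresholds as gene counts, and they were applied to read counts.

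Clustering used Seurat 5.3.0 in R 4.3.3 with anchor integration of the batches. For tests, reads were summed per group within a unit, a Cre line at a chase time, where at least 3 cells of each group were kept. The quasi-likelihood test of edgeR 4.0.16 was run with the unit as a block, after its default filter on low counts and TMM normalization, and genes with a Benjamini-Hochberg adjusted p under 0.05 were counted. Two-sided exact permutation tests over units compared shares and scores. With 4 units such a test cannot give a p under 0.125.

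The genes named are those the paper names in its results and, for each comparison, the 10 largest changes among genes past the threshold that moved the same way in every unit. This rule, the cell type markers, the units, the tests and the alternatives named next were set before the data were examined. The alternatives were DESeq2 1.42.0, no filter on low counts, plates as units, no block, each unit left out, cells thinned to 100000 reads, other read minimums, other clustering settings and diffusion pseudotime with scanpy 1.11.5. Settings added after seeing the data were thresholds on log-normalized values, removal of cells with over 100 *Dcpp1* reads only, removal of the cluster led by lipid-synthesis genes, plates as units for scores and cell cycle, and the minimum of 50000 reads for clusters.

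The tests were tried on simulated counts with 200 changed genes. With the dispersion of the real sums, DESeq2 gave 147 to 182 false calls and edgeR 0 to 6. With a dispersion of 0.05, both recovered at least 99.5% of the changes.

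Cell cycle scores and detection in cells were computed after thinning each cell to 100000 reads, since the median depth differed between batches. Marker proportions were adjusted for the number of genes per cell by a robust linear model (MASS 7.3.60.0.1). Marker lists written for the comparison, for sebaceous gland, upper hair follicle, interfollicular epidermis, fat cells and milk-secreting cells, were compared with the cluster led by lipid-synthesis genes. Slingshot, tradeSeq, SCENIC, label transfer to published datasets and the subclustering of luminal cells were not run, and imaging and organoid experiments have no deposited counts.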

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

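Of the tests below, those on *Dcpp1*, fat cells, milk-secreting cells and batch integration were written down before their result was seen. The tests on sebaceous cells, on GFP neg cells, on plates and on gate labels, and the 3% of wrongly sorted cells allowed, were chosen after it. Among 19 groups of plates or units, 3 held a value far from the others, and chance gives about 1 in 20.

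A cluster of 73 cells led by lipid-synthesis genes such as *Scd1* (chromosome 19, 44394455 to 44407879) is not described in the paper. It depends on the processing. No such cluster was found with *Epcam* and *Dcpp1* thresholds on log-normalized values, and it held 55 to 140 cells in other settings. In the main clustering, on 1 of the K5Cre plates the cluster took 49.4% of the cells (95% CI 38.7 to 60.2), far from the 0% to 17.6% of the other plates. The second K5Cre plate, with other mice, had 6.52% (95% CI 2.43 to 13.7), so that the cluster differs between plates of 1 unit. The plate with more of these cells is the one whose sample names say 6 weeks and whose description says 3 weeks, and another chase stays open as an untested explanation.

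Among plates and gates with both GFP states, 12.3% of GFP neg cells (7 of 57, 95% CI 5.08 to 23.7) and 18.6% of GFP pos cells (47 of 253, 95% CI 14.0 to 23.9) were in this cluster. This argues against a state found only in GFP pos cells. Fat cells are argued against by their markers, of which 1 was detected and higher (*Lpl*), while *Adipoq*, *Plin1* and *Car3* had no read. Milk-secreting cells are argued against by a median log2 ratio of -3.67 over their 4 detected markers. Of 14 sebaceous markers, 12 were detected, with a median log2 ratio of 2.05, and 8 were over 1. The abundant *Mgst1* had 1253 against 229 CPM and *Fabp5* 622 against 64.4 CPM. Of the 14 genes, 8 were detected in at least 10% of the other cells, and *Far1* and *Far2* were lower in the cluster. Sebaceous cells and mammary cells with raised lipid synthesis cannot be told apart from these lists, and cells of sebaceous glands in the sort may be a candidate source. The lists for upper hair follicle and interfollicular epidermis had medians of -1.12 and 0.22, with 3 of 7 and 2 of 6 genes detected in at least 10% of the other cells. Of the milk-secreting list 4 of 7 genes were, and of the fat cell list none of 8.

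On the 6-week plate, 51 of 96 cells had more than 1 *Dcpp1* read, none of them over 10, in data the paper filters out. Across the 96 cells, the count rose with the summed *Dcpp1* of the cells of the pool that share 1 index (Spearman 0.647, Pearson 0.636, permutation p = 1e-05 for both, two-sided, the smallest these permutations can give). Without the 2 cells farthest from the median the values were 0.630 and 0.622. In the repeat run of the same cells, *Dcpp1* did not follow the first run (Spearman -0.150, permutation p = 0.145, Pearson -0.0186, p = 0.876), which argues against *Dcpp1* RNA in these libraries. In the repeat run, *Dcpp1* followed the sum over its own pool (Spearman 0.314, p = 0.002) and not that of the first run (0.000711, p = 0.994). Over these 4 relations the Benjamini-Hochberg adjusted p were 4e-05, 0.193, 0.004 and 0.994, in the order given. Reads of salivary cells assigned to the wrong cell through a shared index may therefore account for counts of this size, and cells would then be removed by the filter for reads that are not theirs.

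At the resolution of 0.8, the unnamed cluster held 6 intermediate-gate GFP neg cells, a group the paper does not analyse by cluster. They were 50% of 12 cells (95% CI 21.1 to 78.9), against 31.5% of the 124 GFP pos cells of the same gate and plates. The share differed between the K5Cre plates. It was 5 of 6 cells on the first, against 42.9% of GFP pos cells, and 1 of 6 on the second, against 19.7%. The presence of these GFP neg cells argues against a state found only in cells sorted as GFP pos. Whether these cells had recombined without visible GFP was not measurable.

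In the K5Cre unit, luminal GFP pos cells had a basal marker proportion of 20.4%, while the other units lay between 25.2% and 25.9%. Of its basal-gate GFP pos cells, 18.2% were HR neg-like, against 0% to 2% in the other units, which are 2 of 11 cells. The K5Cre unit is the only one of its Cre line and was sequenced in batch 3, so that Cre line and mice cannot be told apart. No further test was made.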

How the results depend on the processing

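Settings named as added were chosen after the data were seen: log-normalized thresholds, *Dcpp1* over 100, removal of the lipid-synthesis cluster, and plates as units for marker shares and the cell cycle. Where a result moved, the cause was not tested unless stated.

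Between luminal and basal GFP pos cells, 154 genes passed, against 1715 with DESeq2, 1054 without a filter on low counts, 68 with plates as units (63 shared), 240 without the block (123 shared), 377 in thinned cells (138 shared), 253 with the added *Dcpp1* setting and 34 to 90 with a unit left out. The other gate and GFP comparisons had 0. Intermediate against basal had 62 with DESeq2 and 31 without the filter. Luminal against intermediate had 611 and 255, 9 without the block, 3 without the lipid-synthesis cluster (added) and 0 to 3 with a unit left out. Luminal GFP pos against GFP neg cells had 238 and 110, and 0 to 1 with a unit left out. HR neg-like GFP pos against GFP neg cells had 492 and 88. In the simulated counts DESeq2 made more false calls than edgeR. Without the filter, the median log2 fold change of all genes between luminal and intermediate cells was -0.72.

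Of 313 pairs of a named gene and an alternative between luminal and basal cells, 245 were on the same side of the threshold and in the same direction, 45 no longer passed, 19 newly passed and 4 reversed. For intermediate against basal these were 68, 0, 2 and 2 of 72, for luminal against intermediate 30, 0, 6 and 0 of 36, for HR neg-like cells 78, 0, 6 and 7 of 91, and for luminal GFP pos against GFP neg 34, 0, 2 and 3 of 39.

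Reversed were *Krt18* in HR neg-like cells (-0.0418 without the block, -0.13 in all luminal cells, -0.21 in any gate, -0.11 to 0.40 with a unit left out) and *Trf* (0.98 in all luminal cells, -1.25 to 0.54). *Krt14* reversed between intermediate and basal cells (0.00140 with plates, -0.66 to 0.23). *Dclk1* reversed between luminal and basal cells (-0.35 without the block, -0.0845 without the lipid-synthesis cluster, -0.23 to 0.52), and *Hes1* between GFP states (-0.53 without the block, -0.0293 with the added *Dcpp1* setting, -0.40 to 0.76).

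Kept were 7.1e+02 cells without the *Epcam* and *Dcpp1* filters, and, as added settings, 435 with log-normalized thresholds and 642 with *Dcpp1* over 100. Clusters were 6 without integration, 4 with log-normalized thresholds and 4 without the lipid-synthesis cluster. In the same order, basal-like cells were 24.1%, 25.7% and 46.8%, and HR neg-like cells 26.2%, 63.7% and 46.6%. HR neg-like cells were 31.5% with *Dcpp1* over 100 and 20.9% at resolution 0.8. HR pos-like cells were 8.51% with log-normalized thresholds.

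The basal share of the intermediate against the basal gate was -16.5, and -22.5 to -7.90 with a unit left out, -10.4 with plates (added) and -20.8 without the lipid-synthesis cluster (added). The luminal share was 7.98, and 6.11 to 11.4, 6.79 and 8.25 in the same settings. The difference in S or G2/M between intermediate and basal cells was 10.3, 5.08 to 14.1 with a unit left out, 7.24 with plates and 3.54 without the lipid-synthesis cluster, and between intermediate and luminal cells it was -1.94 with plates, -5.86 without the lipid-synthesis cluster and -6.34 to 6.35 with a unit left out. With 3 SD, proliferative cells were 1.49% of HR neg-like, 1.92% of basal-like, 1.79% of intermediate GFP pos and 0.833% of luminal GFP pos cells. At resolution 0.8, HR neg-like cells had 0.935%. Basal-like cells had 1.504% to 5.23% with a unit left out.

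In diffusion pseudotime, the order of falling genes such as *Sparc* before rising genes such as *Plet1* did not hold, and the “lum early” peak moved from 100% to 81.5%. Its ends are less basal and less luminal than those of the component, so that its midpoints test the order weakly. The difference between *Krt5* and *Krt14* and *Hmcn1* and *Myh11* was 4.75 (41.5 to 64.3 with a unit left out), that between late and early basal patterns -9.5 (9.5 to 20), between intermediate patterns 61.5 and between early luminal and late intermediate patterns 10 (16 to 28). Without the lipid-synthesis cluster the intermediate patterns lay 23 apart.

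From 4 to 6 weeks, *Krt18* changed by -0.31 as a mean of cells and -0.0704 in luminal cells of any cluster, *Trf* by 0.43 and 0.44, and *Epcam* by 0.26 and *Muc1* by 3.57 in luminal cells of any cluster. Depth limits the detection of weakly expressed genes in single cells, which was compared after thinning.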

Differences from the paper's values

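Of the settings below, log-normalized thresholds and *Dcpp1* over 100 were chosen after seeing the values. The other alternatives were set before the data were examined.

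The paper reports 89 cells in its basal cluster, and 208 cells were basal-like here. These are both parts of the cluster that was split (165 and 43 cells). The methods describe a split into a more basal and a more intermediate part, without saying which labels these parts received. If they are the basal cluster and INT1, they hold 168 cells together, and 208 is 1.24 times that. The sums would then not differ by more than 1.5 times while the parts do. Without integration there were 123, within 1.5 times the paper's value. The value differed with the named genes kept (200), cell cycle genes left out (221) and at resolution 0.8 (198). With log-normalized thresholds, chosen after seeing the values, there were 112.

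The paper reports 170 GFP pos HR neg luminal cells, and 104 luminal-gate GFP pos cells were HR neg-like here. Over all gates there were 169. The 170 GFP pos and 34 GFP neg cells of the paper add up to 204, more than the 184 cells of its HR neg cluster, so that it is unclear which cells the 170 are. The value differed with the named genes kept, with cell cycle genes left out and without integration (104 each) and at resolution 0.8 (85). Chosen after seeing the values, log-normalized thresholds gave 161 and *Dcpp1* over 100 gave 156.

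The paper shows about 10 genes that differ between GFP pos and GFP neg HR neg cells in Fig. EV2F, read by eye, and edgeR called 0 of 10960 here, with 606 at an unadjusted p under 0.05. DESeq2 called 492 and edgeR without a filter on low counts 88. None of the alternatives set before the data were examined came within 1.5 times of the paper's value.

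The paper names *Dclk1* and *Igfbp5* as changed between these cells. Here neither passed in edgeR (adjusted p = 0.833 for both), with log2 fold changes of 5.13 and -2.97 in 4 of 4 units. Both passed with DESeq2 (0.0308 and 0.00113) and without the filter on low counts (2.69e-09 and 1.17e-14). Over the other alternatives the adjusted p lay between 0.604 and 1.00.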

Other observations

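The tests on other groupings of the sums, on gate labels and on gate position were chosen after the results were seen, and that on integration before.

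Of the 35 groupings of the 8 sums of luminal and basal GFP pos cells, 32 could be fitted with the block, and 1 of the 32, the real one, gave as many genes as the 154. Of the 8 that part the gates within every unit, it was the only one. Where 0 genes passed, every grouping gives as many by definition, 32 of 32 for intermediate against basal, luminal against intermediate and HR neg-like GFP pos against GFP neg cells, and 100 of 100 for luminal GFP pos against GFP neg cells. These groupings were not fitted, and their counts decide nothing.

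On the 4 plates where Appendix Table S1 and the deposited labels differ, 81.9% of the luminal-labelled GFP pos cells (59 of 72) and 0 of the 39 intermediate-labelled ones were HR neg-like. This argues against swapped labels of the gates in the deposited files.

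Intermediate-gate GFP pos cells were HR neg-like on batch 3 plates only. At least 5 of the 10 HR neg markers were detected in 12.0% of the batch 3 cells and in 12.8% of the others, with 4 and 1 HR neg-like cells without integration. The mean marker level per plate was 222 ± 40.5 CPM on 3 plates of batch 3 and 140 ± 33.4 CPM on the other 4 (SD, difference 82.0, exact permutation test, two-sided p = 0.0286, the smallest of 35 splits). The detection speaks for an effect of the integration and the level against it, so the integration may account for part of the pattern. For SMACre cells at 3 weeks the share was 35.0% on the batch 3 plate (21 of 60) and 0 of 16 on the others. Batch, gate position and mice cannot be told apart, since each plate has its own mice.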
